# Hedgehog stimulates hair follicle neogenesis by creating inductive dermis during murine skin wound healing

**DOI:** 10.1038/s41467-018-07142-9

**Published:** 2018-11-21

**Authors:** Chae Ho Lim, Qi Sun, Karan Ratti, Soung-Hoon Lee, Ying Zheng, Makoto Takeo, Wendy Lee, Piul Rabbani, Maksim V. Plikus, Jason E. Cain, David H. Wang, D. Neil Watkins, Sarah Millar, M. Mark Taketo, Peggy Myung, George Cotsarelis, Mayumi Ito

## Abstract

Mammalian wounds typically heal by fibrotic repair without hair follicle (HF) regeneration. Fibrosis and regeneration are currently considered the opposite end of wound healing. This study sought to determine if scar could be remodeled to promote healing with HF regeneration. Here, we identify that activation of the Sonic hedgehog (Shh) pathway reinstalls a regenerative dermal niche, called dermal papilla, which is required and sufficient for HF neogenesis (HFN). Epidermal Shh overexpression or constitutive Smoothened dermal activation results in extensive HFN in wounds that otherwise end in scarring. While long-term Wnt activation is associated with fibrosis, Shh signal activation in Wnt active cells promotes the dermal papilla fate in scarring wounds. These studies demonstrate that mechanisms of scarring and regeneration are not distant from one another and that wound repair can be redirected to promote regeneration following injury by modifying a key dermal signal.

## Abstract (web summary)

On wounding, scar formation in mammals arises causing no hair follicle regeneration, but it is unclear if scarring precludes regeneration. Here, the authors show that if Sonic hedgehog signaling is activated in the wound, an inductive dermal niche forms, enabling regeneration and hair follicle formation.

## Introduction

The hair follicle (HF) is a complex mini-organ that is formed during embryonic development through communication between follicular epithelial cells and underlying dermal papilla cells (DP)^1,2^. DP cells constitute the dermal niche that instructs hair follicle epithelial cell fate and differentiation^3,4^. After embryonic follicular development, interactions between HF resident stem cells (HFSCs) and the underlying DP continue to regulate the cyclical regeneration of hair shafts in existing HFs throughout the life of the organism^5–7^. However, the de novo generation of HFs is rare in adult animals. Failure to regenerate HFs that are lost from injury or disease represents a major challenge in cutaneous regenerative medicine^8,9^ and can be largely traced to the resistance of adult mammals to resurrect complex embryonic epithelial–mesenchymal interactions that govern organogenesis.

Most adult mammalian tissues do not undergo regenerative healing, a process that recreates a functional tissue nearly indistinguishable from its original form^10^. However, healing of large skin excisions in mice has been shown to recapitulate aspects of true tissue regeneration in the formation of new HFs (HF neogenesis, HFN) thus providing a rare example of mammalian epimorphic regeneration^11–13^. In contrast, small skin excisions in mice result in the formation of scar tissue, or fibrosis, which is composed largely of extracellular matrix components like collagens and fibronectin and devoid of new accessory structures like HFs^11^ (Supplementary Fig. 1a–g). Both large and small human skin wounds incurred by trauma or dystrophy almost always undergo fibrotic scarring.

As yet, the mediators that determine the balance between scar-forming and regenerative skin wound healing are unknown. The relationship between scarring and regeneration is currently elusive. It is unknown whether scarring precludes regeneration, whether scarring cells intrinsically lack the competence for regeneration or whether regenerative cues are simply absent. In this study, we reveal that Shh signaling plays a major role in converting wound fibroblasts from scar promoting, to those that stimulate HFN. Our study suggests that the absence of regenerative cues impacts the inability of hair follicle morphogenesis after injuring the skin.

## Results

### Shh signaling is essential for wound-induced HF neogenesis

In analyzing the disparate healing responses in large and small wounds in adult mice, we found that Gli1 expression, a readout of Hh pathway activation, was localized to the center of large wounds, corresponding to regions of hair placode/germ formation. In striking contrast, it was absent from small wounds (Fig. 1a and Supplementary Fig. 1h). The Gli1 signal in large wounds localized to both DP and epithelial hair germ cells, recapitulating the pattern observed in embryonic HF development^14^. Moreover, Shh, a major ligand of the pathway, was upregulated at the site of HFN in the epithelial compartment in large wounds but absent from either epidermal or dermal compartment in small wounds (Fig. 1b, c).

**Fig. 1:**
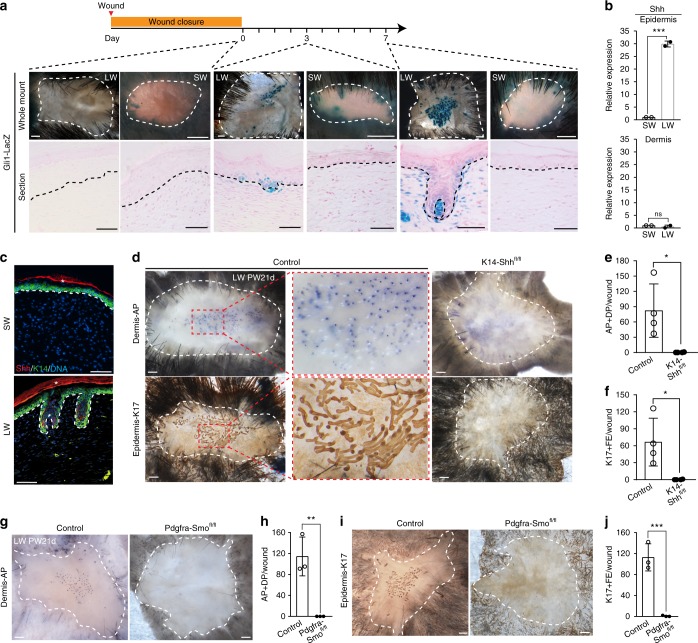
Shh signaling is necessary for HFN following injury. **a** X-gal staining of large wound (LW) and small wound (SW) from of *Gli1-LacZ* mice at indicated time (*n* = 2–4 W (2–5 M) per condition). **b** qRT-PCR for Shh expression in SW and LW of wild-type mice at 7 days after complete re-epithelialization (*n* = 2–6 W (2 M) per condition). **c** Immunohistochemistry of Shh on SW and LW of wild-type mice at 7 days after complete re-epithelialization. *Indicates non-specific signals. **d**–**f** *K14-CreER; Shh* ^*fl/fl*^ (*K14- Shh* ^*fl/fl*^) and littermate control mice were subjected to large wound (LW) and treated with TAM from PW3d until tissue harvest at PW21d (*n* = 11–12 W (11–12 M) per condition). Whole-mount HFN assay (**d**) and quantifications (**e**, **f**). **g**–**j** *Pdgfra-CreER; Smo* ^*fl/fl*^ (*Pdgfra-Smo* ^*fl/fl*^) and littermate controls were subjected to large wound (LW) and were treated with TAM from 3 or 4 weeks before wounding until tissue harvest at PW21d (*n* = 3–5 W (3–5 M) per condition). Whole-mount HFN assay (**g**, **i**) and quantifications (**h**, **j**). *n*: number of wounds (W) or mice (M), Data are represented as mean ± s.d., *p < 0.05; **p < 0.01; ***p < 0.001; Student’s *t*-test, Dashed white circle: wound boundary, dashed line: epidermis–dermis border, DP dermal papilla, AP alkaline phosphatase, FE follicular epithelium, PW post-wound, Scale bars represent 500 µm (**a** (whole mount), **d**, **g**, **i**), 50 µm (**a** (section), **c**)

Shh expression during hair follicle morphogenesis is conserved between mice and humans^15^ and vital for hair follicle development and hair cycle^14,16–22^. We asked if the absence of Hh pathway activation in mouse small wounds might explain their failure to undergo regenerative wound healing during wound repair.

First, to understand the importance of epithelial Shh expression in large wounds, *Shh* was genetically deleted from epidermal cells in healed large wounds of *K14-CreER; Shh* ^*fl/fl*^ mice upon tamoxifen (TAM) induction from post wound (PW)3d to PW21d. This resulted in a loss of DP and hair germ formation compared to control mice (Fig. 1d–f). These results showed that epithelial Shh ligands are essential for DP formation and HFN. Additionally, deletion of Smo, an essential component of Shh pathway activation, in underlying wound dermal cells in TAM-treated *Pdgfra-CreER; Smo* ^*fl/fl*^ *mice* also resulted in inhibition of DP formation and associated HFN events (Fig. 1g–j). Thus, activation of the Shh signaling pathway in the wound dermis plays a vital role in promoting DP formation.

### Epithelial Shh leads to HF neogenesis in wounds

To determine if Shh activation could induce HFN in scar-forming wounds, we overexpressed Shh in epithelial cells in *K14-CreER; LSL-Shh* or *K14-CreER; LSL-Shh; Gli1-LacZ* mice and examined HFN in small wounds^23^. To induce Shh overexpression, TAM was injected into control and *K14-CreER; LSL-Shh* or *K14-CreER; LSL-Shh; Gli1-LacZ* mice from PW1d to indicated time points in Fig. 2. This treatment resulted in extensive HFN in wounds compared to control wounds (Fig. 2a, b). Epidermal Shh overexpression resulted in Gli1 activation in both the epidermis and dermis, corresponding to the areas of HFN. Shh-driven hair germs expressed Lef1 and K17 and exhibited normal hair follicle morphogenesis (Supplementary Fig. 2a–c, f–i). AP^+^ DPs were associated with overlying K17^+^ epithelial buds as typically observed in HFN (Supplementary Fig. 2d)^11^. Eventually, many of these hair follicles (52 ± 16%, mean ± s.d.) grew downward to form mature hair follicles with hair shafts, an event rarely observed in control small wounds (Supplementary Fig. 2e). New DP expressed Lef1 and Noggin as well as AP, further demonstrating their DP identity **(**Supplementary Fig. 2f**)**^24,25^. We rarely found aberrant basaloid growths resembling superficial basal-cell carcinomas (BCCs) in these wounds.

**Fig. 2:**
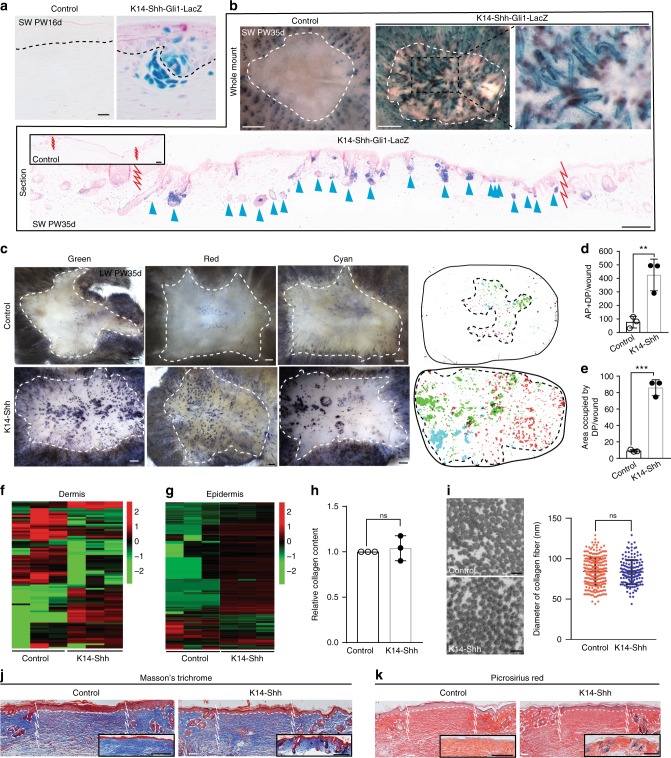
Epidermal Shh is capable of regenerating HF in wounds without alteration of collagen. **a**, **b** *K14-CreER; LSL-Shh*; *Gli1-LacZ* (*K14-Shh-Gli1-LacZ*) and littermate controls with *Gli1-LacZ* were subjected to SW and treated with TAM from PW1d until tissue harvest at indicated time (*n* = 12 W (4 M) per condition). X-gal staining was analyzed at PW16d (**a**), and PW35d (**b**). Arrowheads show regenerated HFs (**b**). **c**–**e** Distribution of regenerated DP was analyzed from three representative LWs of *K14-CreER; LSL-Shh* (*K14-Shh*) and littermate controls treated with TAM from PW3d until tissue harvesting at PW35d (*n* = 9 W (9 M) per condition). AP^+^ DP in each picture were converted into dots with three different colors (red, green, and cyan) and merged into one picture (**c**, right). The original images and the corresponding colors represented in three columns on the left (**c**). Quantifications of AP^+^ DP per wound (**d**) and area occupied by DP (**e**). “Area occupied by DP” was defined by drawing a line that connects the outermost regenerated DP in wound. **f**–**k** *K14-CreER; LSL-Shh* (*K14-Shh*) and littermate controls were subjected to SW and treated with TAM from PW1d until tissue harvest at indicated time. RNA-seq analyses at PW11d showing heatmap of differentially expressed genes for *K14-Shh* and control mice (**f**, **g**). Red and green correspond to high and low expression levels, respectively (*n* = 12 W (4 M) per condition). Hydroxyproline assay to measure collagen contents at PW11d (*n* = 12 W (4 M) per condition) (**h**). Diameter of collagen fiber at PW30d (TEM images on the left, *n* = 2 W (2 M) per condition) (**i**). Detection of collagen fiber by Masson’s trichrome staining (**j**) and Picrosirius red staining (**k**) at PW11d and PW35d (insets). *n*: number of wounds (W) or mice (M), Data are represented as mean ± s.d., **p < 0.01; ***p < 0.001; ns: non-significant; Student’s *t*-test, Zigzag line and dashed white circle: wound boundary, Dashed line: epidermis–dermis border, SW small wound, LW large wound, PW post-wound, DP dermal papilla, AP alkaline phosphatase, FE follicular epithelium. Scale bars represent 500 μm (**b** (whole mount), **c**), 50 μm (**b** (section), **j**, **k**), 10 μm (**a**), 100 nm (**i**)

Previous studies noted that HFN in large wounds in WT mice was limited to the central area of the wounds^11^. Given the ability of Shh to induce ectopic HFN in small wounds, we asked if exogenous Shh might overcome the inability of new hair follicles to form outside this central region in large wounds. In large wounds from TAM-treated *K14-CreER; LSL-Shh* mice, we observed extensive DP formation covering the entire wound area compared with TAM-treated controls. **(**Fig. 2c–e**)**. These results verify the potency of Shh activation to overcome regional inhibition of HFN.

To characterize changes in gene expression following Shh overexpression, TAM was administered into control and *K14-CreER; LSL-Shh* mice from PW1d to PW11d and wound cells isolated for RNA-seq analyses. Epidermal and dermal cells from TAM-treated control and *K14-CreER; LSL-Shh* mice were compared by RNA-seq analyses **(**Fig. 2f, g and Table 1 and Supplementary Fig. 3**)**. Gene ontology (GO) analyses showed that processes and signatures involved in embryonic HF morphogenesis, including cell proliferation, cell adhesion, and Hh signaling^1^, were enriched by Shh overexpression **(**Supplementary Fig. 3a, c**)**. There was no significant difference in expression of *Fgf9*, which is known to promote hair follicle neogenesis in a large wound model, either in the epidermis (FDR:0.64) or dermis (FDR:0.97) of *K14-CreER; LSL-Shh* mice compared to controls. Most notably, there was upregulation of the Shh signaling pathway in both the epithelial cells and dermal cells. We also noted upregulation of DP signature genes *Bmp7*, *Enpp2*, *lamc3*, and *Trps1* in the wound dermis and hair placode signature genes, including *Trp73, Vwa2, Samd5, Cxcl14, Nedd9, and Tnfaip3* in the wound epidermis of Shh overexpressed mice (Supplementary Fig. 3b, d)^26^. These data were confirmed by qPCR analyses (Supplementary Fig. 3e, f**)**. These results suggest that epidermal Shh overexpression can induce key embryonic signatures of HF morphogenesis.

**Table 1:** Comparison of Hh pathway component and collagen expression between *K14-Shh* and control mice based on RNA-seq

		Genes	Fold change	FDR
Dermis	Hh pathway	*Shh*	2.41	0.64
		*Gli1*	3.20	0.16
		*Gli2*	4.18	0.06
		*Ptch1*	3.96	0.03
	Collagen	*Col1a1*	0.95	0.99
		*Col1a2*	1.00	0.99
		*Col3a1*	0.94	0.99
Epidermis	Hh pathway	*Shh*	51.83	2.01E-04
		*Gli1*	4.21	1.33E-01
		*Gli2*	7.27	8.65E-07
		*Ptch1*	3.74	3.08E-04
	Collagen	*Col1a1*	0.56	0.56
		*Col1a2*	0.82	0.87
		*Col3a1*	0.86	0.91

### Epithelial Shh regenerates HFs without altering neighboring collagen

Although the increased collagen I deposition by adult dermal fibroblasts vs. fetal fibroblasts during wound healing is well-established, whether the low level of collagen I is essential for embryonic/neonatal non-scarring healing is currently unknown. Our RNA-seq suggests that epithelial Shh overexpression did not significantly change the overall extracellular matrix composition of the wound dermis towards an embryonic state. The increased ratio of type III versus type I collagen is a key characteristic of fetal scarless wound healing^27–30^, and expressions of the genes encoding these collagens were unchanged (FDR: 0.99 for *Col1a1, Col1a2*, and *Col3a1*) (Table 1). This was verified by biochemical measurement for the content of hydroxyproline, a major component of collagen (Fig. 2h). In addition, transmission electron microscopy (TEM) analysis of the wound area showed no change in collagen fiber diameter due to Shh overexpression, which is directly proportional to the tensile strength^31^ (Fig. 2i). Consistently, no significant differences were noted in the histological assessments for collagen staining (i.e., Masson trichrome and Picrosirius red staining) before and after the formation of neogenic hair follicles (Fig. 2j, k). We found that the epithelial Shh expression and the reduction of type I collagen in the neighboring wound scar does not play a significant role in Shh-driven HF neogenesis. The data suggests that DP and hair follicles were forming within the scar of the wounds.

### Dermal Hh activation induces HF neogenesis in scarring wounds

To ask if direct Shh pathway activation of myofibroblasts in the small wound dermis would also promote DP formation and HFN, we induced expression of the activated form of Smo under the control of the *SM22α* promoter, known to be specifically active only in dermal myofibroblasts (*SM22-rtTA; tetO-Cre; R26-SmoM2*) (Fig. 3a)^32–34^. In the transgenic mice, constitutively active Smo expression is dependent on doxycycline (dox) administration. Expression of the activated form of Smo in myofibroblasts during wounding (dox treatment from PW1d to PW30d) or following re-epithelialization (dox treatment from PW10 ± 2d to PW46d) resulted in DP formation within small wounds of *SM22-SmoM2* mice compared to control mice **(**Fig. 3b, c and Supplementary Fig. 4a, b**)**. Constitutive Hh activation in wound myofibroblasts from *SM22-SmoM2* mice also resulted in striking changes in wound epithelial cells. Those epithelial cells directly above Smo-active DP expressed K17 and Shh, well-established hair germ markers (Fig. 3d, e, i and Supplementary Fig. 4a, c, 6a). Additionally, these hair germ cells displayed nuclear β-catenin and Lef1 expression indicating active Wnt signaling, a known signature of hair follicle development and growth (Fig. 3h, j-m)^11,35^. A significant number of new hair follicles were also observed with differentiated hair shafts (28±7%) containing both outer root sheath (AE13^+^ hair cortex, AE15^+^ medulla)^36,37^, and inner root sheath (AE15^+^)^37^ structures, stem cell compartments (K15^+^CD34^+^)^38,39^, hair matrix cells (Shh^+^) (Fig. 3g, n and Supplementary Fig. 5). Neogenic hair follicles also maintained an adjoining dermal sheath (SMA^+^, SM22α^+^)^40^, biochemically distinct from DP (Noggin^+^)^25^ (Supplementary Fig. 5). We also frequently observed AP^+^ DP structures without accompanying hair germs despite their close proximity to overlying epidermis (Fig. 3j). Indeed, there were almost twice as many AP^+^ DP as K17^+^ hair germs, suggesting that many DP (42±15%) formed without establishing epithelial–mesenchymal interactions that could promote HF morphogenesis (Fig. 3f). DP formation without hair germ formation is not observed in normal endogenous hair follicle development in embryo or in adult large wounds^11^. These regenerative events were observed following wound closure. Intriguingly, even in the experiments where we induced Hh activation early during wound healing, the time of wound closure, proliferation, epidermal differentiation, AP distribution, angiogenesis and infiltration of immune cells including macrophages into the wound site were not altered prior to wound closure (Supplementary Fig. 6b-i).

**Fig. 3:**
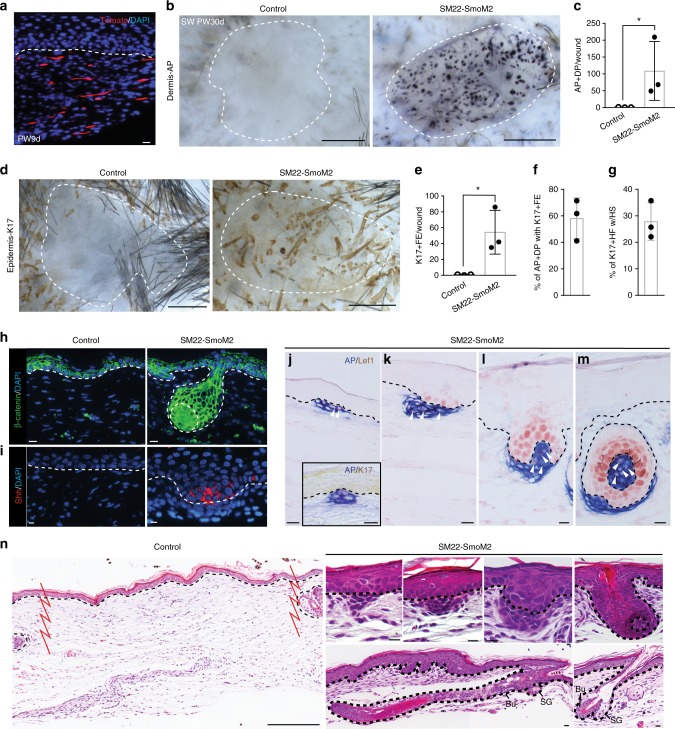
Dermal Hh activation is sufficient to promote HFN in non-regenerative wounds. **a** Detection of tomato reporter on SW of *SM22-rtTA; tetO-Cre; R26-Tomato* mice at indicated time. **b**–**n** *SM22-rtTA; tetO-Cre: R26-SmoM2* (*SM22-SmoM2*) and littermate controls were subjected to SW and treated with doxycycline from PW1d until tissue harvest at PW30d (*n* = 18 W (4–5 M) per condition). Whole-mount HFN assay (**b**, **d**) and quantifications (**c**, **e**). Percentage of AP^+^ DP with K17^+^ FE (**f**). Percentage of K17^+^ HF with hair shaft (HS) (**g**). Immunohistochemistry with indicated markers (**h**–**m**) and H&E (**n**). *n*: number of wounds (W) or mice (M), Data are represented as mean ± s.d., *p < 0.05; Student’s *t*-test, Dashed white circle: wound boundary, Dashed line: epidermis–dermis border, SW small wound, PW post-wound, DP dermal papilla, AP alkaline phosphatase, FE follicular epithelium, HF hair follicle, HS hair shaft, Bu bulge stem cell area, SG sebaceous gland. Scale bars represent 500 µm (**b**, **d**), 100 µm (**n** (Control)), 10 µm (**a**, **h**–**m, n** (SM22-SmoM2))

### Hh activation shifts dermal fibroblast fate toward DP

To understand whether SM22^+^ dermal cells universally induce the DP fate upon Hh activation, we isolated Tomato^+^ cells from wound dermis of *SM22-rtTA; tetO-Cre; R26-SmoM2/Tomato* (*SM22-SmoM2*) and *SM22-rtTA; tetO-Cre; R26-Tomato* (control) mice 3 days after complete re-epithelialization (dox treatment from PW1d to PW12d) and compared their molecular signatures by single-cell RNA sequencing (scRNA-seq) (Fig. 4). 

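The cells came from 1 library per condition, and each library pooled the wounds of several mice. In both genotypes the *SM22α* promoter, that of the gene *Tagln*, drives rtTA, which activates tetO-Cre when doxycycline is given. Cre then switches on Tomato, a red fluorescent protein, and in *SM22-SmoM2* mice also SmoM2, a constitutively active form of Smoothened. Doxycycline was given from day 1 to day 12 after wounding, and wounds were taken 3 days after complete re-epithelialization. Epidermis and dermis were separated in EDTA, for 30 min according to the paper's methods and for 60 min according to the sample labels. The authors sorted Tomato+ cells, captured them in droplets, and counted transcripts per gene and cell with Cell Ranger against the mouse genome GRCm38. Each transcript molecule carries a unique molecular identifier (UMI), and the values are whole UMI counts without normalization. A cell had between 3128 and 65167 UMIs in the control library and between 2538 and 38806 UMIs in the *SM22-SmoM2* library. Leaving out cells with more than 10% mitochondrial UMIs removed 22 control cells and 10 *SM22-SmoM2* cells, and no cell had fewer than 200 genes. The remaining 2856 control cells had 30103855 UMIs in all, with a median of 8607.5 UMIs and 2857.5 genes per cell. The remaining 1792 *SM22-SmoM2* cells had 17814222 UMIs, with a median of 8837.5 UMIs and 2711.5 genes. No doublets were removed, since the paper names no such step. Scrublet, which scores barcodes against simulated pairs of cells, marked 5 control barcodes and 11 *SM22-SmoM2* barcodes. UMIs of both *Xist* and Y-linked genes, which a cell of 1 mouse should not hold together, were found in 143 control barcodes (5.01%) and 45 *SM22-SmoM2* barcodes (2.51%).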

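Cells were normalized to 10000 UMIs each and log-transformed, and 20 principal components of 2000 variable genes were clustered by k-means with K = 20 and 50 starts. The paper names K means and Seurat, and its text does not give K or a filter on cells. A set of 21 genes of the Hh pathway, the DP signature and Wnt signaling was left out of the genes used for clustering. Fibroblasts were then clustered again in the same way with K = 15. For each class of cells, the UMIs of a gene were summed in each library and divided by all UMIs of that class, and scaled to 1000000 (CPM). With 1 library per condition there is no replicate error, and no test was run. Ranges in parentheses are 95% intervals, exact Poisson for CPM, exact conditional for ratios and exact Clopper-Pearson for shares of cells or UMIs. These intervals cover counting error only and leave out differences between mice and between libraries. Log2 ratios are given as *SM22-SmoM2* over control unless stated otherwise. *Smo* (ENSMUSG00000001761), the gene that SmoM2 derives from, lies on chromosome 6 of GRCm38 from 29735503 to 29761365. In fibroblasts, *Smo* had 52.6 CPM (48.8–56.6) in the control library and 57.2 CPM (53.1–61.6) in the *SM22-SmoM2* library, a log2 ratio of 0.12 (−0.03 to 0.27). Whether transcripts of the SmoM2 transgene were counted under *Smo* is not stated.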

We performed unsupervised clustering with K means based on differentially expressed genes (DEGs), using tSNE (t-distributed stochastic neighbor embedding). 

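The clusters were named from lists of marker genes fixed before the data were examined. The lists include *Pdgfra*, *Lox* and *Dpt* for fibroblasts, *Myh11*, *Rgs5* and *Notch3* for muscle cells, and *Pecam1*, *Cdh5* and *Kdr* for endothelial cells. Those for Schwann cells include *Mbp*, *Sox10* and *S100b*, and those for immune cells *Ptprc*, *Cd68* and *H2-Aa*. A cluster took the name of its highest list when at least 3 markers of that list had at least 10 CPM and at least 1.5 times their median over clusters. These thresholds were set after the clusters had been seen. Of the 20 clusters, 8 were fibroblast-like, 3 endothelial-like, 3 Schwann-like, 2 muscle-like, 2 immune-like and 1 keratinocyte-like. The last cluster held 52 cells, all from the *SM22-SmoM2* library, and was counted with the fibroblasts because all 12 markers of the list for Hh-active II fibroblasts passed these thresholds in it. The paper's text gives no such list, and the one used holds *Rspo3*, *Lamc3*, *Prlr*, *Fgf10*, *Sox18*, *Bmp4*, *Trps1*, *Enpp2*, *Corin*, *Inhba*, *Dll1* and *Smoc1*. Fibroblasts were 38.7% of control cells (36.9–40.5; 1105 cells) and 61.3% of *SM22-SmoM2* cells (59.0–63.6; 1099 cells), with medians of 12463 and 10954 UMIs per cell. Endothelial cells were 23.8% of control cells (680 cells) and 14.4% of *SM22-SmoM2* cells (258 cells). For Schwann cells the shares were 23.7% (677 cells) and 16.4% (294 cells), and for muscle cells 10.4% (297 cells) and 5.97% (107 cells). Immune cells were 2.87% (82 cells) and 1.84% (33 cells). The keratinocyte-like cluster held 15 control cells and 1 *SM22-SmoM2* cell. The Schwann share moved most between settings, to 15.6% of control cells and 10.2% of *SM22-SmoM2* cells when the barcodes marked by Scrublet were left out before clustering. The 5 control and 11 *SM22-SmoM2* barcodes left out are too few to make up this fall. Most of the cells concerned were therefore clustered or named otherwise, and were not marked as doublets. Within the fibroblasts, 64 control cells and 2 *SM22-SmoM2* cells lay in sub-clusters led by another lineage's markers and were left out, so that 1041 and 1097 fibroblasts were compared.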

Based on expression of lineage markers for different cell types, we identified cellular clusters of fibroblasts, muscle cells, schwann cells, endothelial cells and immune cells (Fig. 4a–f)^41–44^. 

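Transcripts of 3 Hh pathway genes were summed by lineage and library. *Gli1* (ENSMUSG00000025407) lies on chromosome 10 from 127329882 to 127341974, where *Arhgap9* overlaps it on the opposite strand, and *Gli2* (ENSMUSG00000048402) on chromosome 1 from 118834132 to 119053619. *Ptch1* (ENSMUSG00000021466) lies on chromosome 13 from 63508328 to 63573598. In fibroblasts, the 3 genes together had 22.0 CPM (19.6–24.6; 301 UMIs) in the control library and 196 CPM (188–204; 2436 UMIs) in the *SM22-SmoM2* library, a log2 ratio of 3.15 (2.98–3.33). *Ptch1* rose from 12.3 to 147 CPM, a log2 ratio of 3.58 (3.35–3.81). The log2 ratio was 2.53 (2.18–2.89) for *Gli1* and 1.96 (1.52–2.43) for *Gli2*. Among the settings chosen in advance, the ratio of the 3 genes was lowest when each cell was thinned at random to 1500 UMIs (2.93) and highest in cells of female mice alone (3.40). In the other lineages, the 3 genes together had 15.5 CPM in control and 24.6 CPM in *SM22-SmoM2* endothelial cells, 14.2 and 22.3 CPM in Schwann cells, and 11.1 and 31.3 CPM in muscle cells. Immune cells had 5.71 CPM (4 UMIs) and 30.1 CPM (11 UMIs). Of all UMIs of the 3 genes, 57.9% (53.6–62.1; 315 of 544) lay in fibroblasts in the control library and 94.8% (93.9–95.6; 2436 of 2570) in the *SM22-SmoM2* library, with the cells left out above included. Fibroblasts held 47.5% and 70.1% of all UMIs of these libraries. In the control library the share was 45.3% (40.2–50.4; 172 of 380 UMIs) for *Ptch1*. It was 87.8% (79.6–93.5; 86 of 98 UMIs) for *Gli1* and 86.4% (75.7–93.6; 57 of 66 UMIs) for *Gli2*. With every cell thinned to 1500 UMIs, at least 1 of the 3 genes was detected in 3.84% of control fibroblasts and in 24.2% of *SM22-SmoM2* fibroblasts, with median depths of 12703 and 10941 UMIs before thinning. In Schwann cells, with median depths of 5956 and 5545.5 UMIs, the shares were 2.36% and 2.72%.

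**Figure D1:**
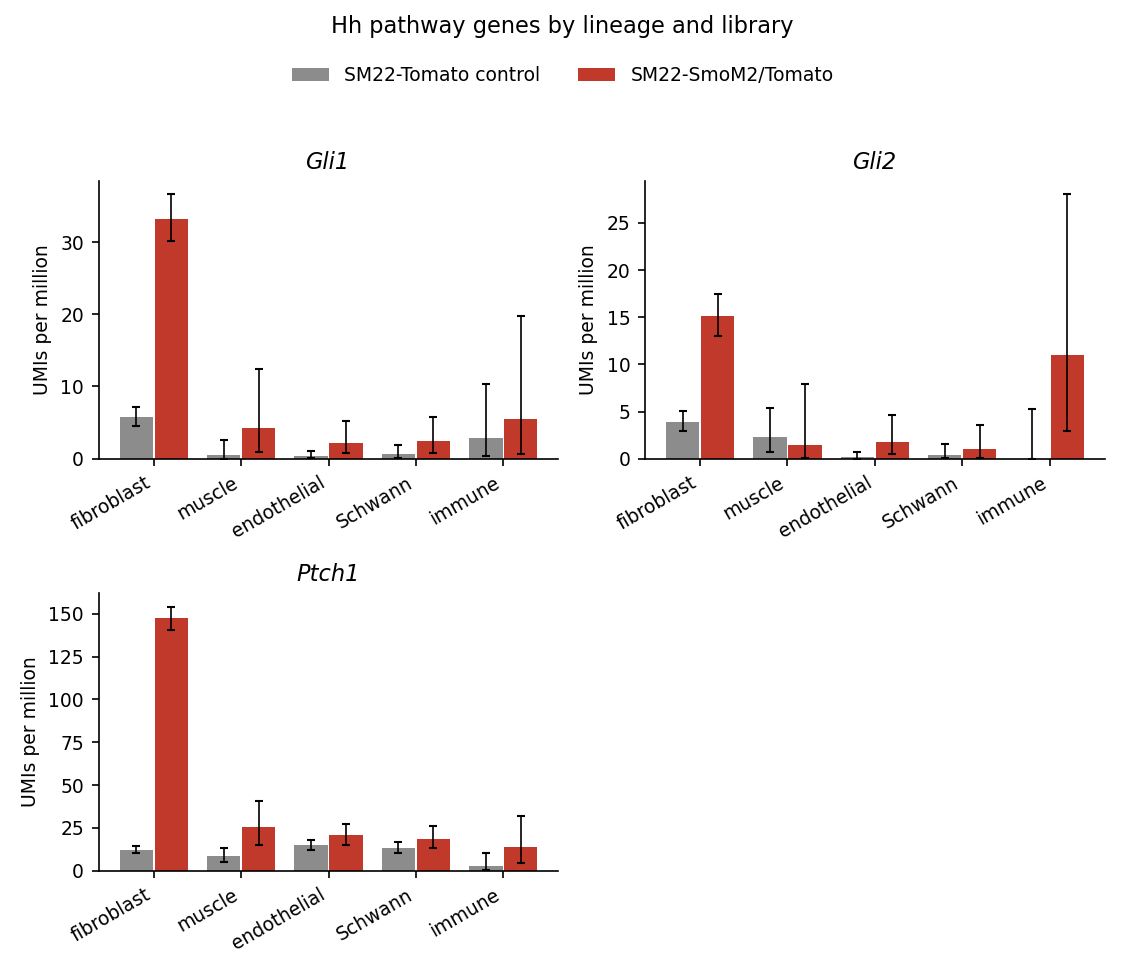
CPM (vertical axis) of *Gli1*, *Gli2* and *Ptch1* in 5 lineages, for the control library (gray) and the *SM22-SmoM2* library (red), with exact 95% Poisson intervals. In fibroblasts *Ptch1* stands at 12.3 CPM in the control library and 147 CPM in the *SM22-SmoM2* library.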

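Fibroblasts fell into 15 sub-clusters, and 4 of these were called Hh-active-like because at least 3 of 5 Hh marker genes were raised in them. They held 727 of 1099 *SM22-SmoM2* fibroblasts (66.2%, 63.3–68.9) and 54 of 1105 control fibroblasts (4.89%, 3.69–6.33). The number of control cells depended on the setting, with 113 when up to 5% mitochondrial UMIs were allowed, 155 with Leiden clustering and from 50 to 65 under the other settings with their own clustering, while the *SM22-SmoM2* library had from 719 to 806 of these cells. One more sub-cluster, also with raised Hh genes and with all 12 Hh-active II markers, held 46 *SM22-SmoM2* fibroblasts (4.19%, 3.08–5.54) and was called Hh-active II-like. It held 0 of 1105 control fibroblasts, which allows a share of up to 0.271% (3 cells of the total). Other fibroblasts made up 324 cells of the *SM22-SmoM2* library (29.5%, 26.8–32.3) and 987 cells of the control library (89.3%). Library and condition are the same split, so a sub-cluster mostly from 1 library cannot be told from an effect of that library. The threshold of 3 markers was set after the sub-clusters had been seen, and it kept out a pair of sub-clusters in which 2 of the 5 markers were raised. The first was a cycling sub-cluster of 56 control and 70 *SM22-SmoM2* cells. In it the 3 Hh pathway genes had 6.60 CPM (7 UMIs) in control cells and 229.8 CPM (200.4–262; 219 UMIs) in *SM22-SmoM2* cells, so that part of the other *SM22-SmoM2* fibroblasts also carried Hh pathway transcripts. The second held 61 control and 3 *SM22-SmoM2* cells, with 73.5 CPM (54.5–96.9; 50 UMIs) in the control cells. In the remaining sub-clusters with at least 50 cells of each library, the 3 genes had 26.2, 8.88 and 26.2 CPM in control cells and 34.8, 17.2 and 27.3 CPM in *SM22-SmoM2* cells.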

Examination of Hh pathway mediators *Gli1*, *Gli2*, *Ptch1*, and *Ptch2* showed that Hh pathway components were mainly expressed in the fibroblast cluster (Fig. 4g) and were largely restricted to the *SM22-SmoM2* group (Fig. 4h, i). This is consistent with the lack of *Gli1-lacZ* expression in the wild-type dermis of small wounds (Fig. 1a and Supplementary Fig. 1h). The Hh-active fibroblast clusters showed upregulation of DP signature genes including *Hey1*, *Sema6a*, *Wif1*, *Cxcr4*, *Ggta1*, *Hck*, *Snrpn* and *Rasd1* as previously defined by several groups (Fig. 4j)^26,45–48^, suggesting that Hh activation in SM22^+^ myofibroblasts are sufficient to globally induce upregulation of DP signature genes. Nonetheless, within this Hh-activated fibroblast population, we identified a divergence in the number and level of DP signature genes (Hh-active I and II), suggesting that Hh-independent mechanisms are also involved in the regulation of DP signature genes. For example, while the upregulation of *Bmp3* and *Plk2*, known DP signature genes, was widely observed among Hh-active fibroblasts (Hh-active I and II), expression of *Alpl* (*AP*) and *Lef1*, vital markers for DP identification in histochemical analyses, was limited to a small subpopulation of Hh-active fibroblasts (Hh-active II) (Fig. 4j).

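*Hey1*, *Sema6a*, *Wif1*, *Cxcr4*, *Ggta1*, *Snrpn* and *Rasd1* were first compared between all fibroblasts of both libraries. All 7 genes were higher in the *SM22-SmoM2* library with intervals above 0, and their log2 ratios ranged from 1.27 to 3.90 with a median of 2.57 (2.25–2.99, from simulated Poisson draws). *Wif1* rose from 22.2 to 288 CPM (3.70, 3.53–3.87) and *Cxcr4* from 1.68 to 25.1 CPM (3.90, 3.29–4.58). *Snrpn* rose from 2.19 to 19.8 CPM (3.17, 2.62–3.77), and *Snurf* and *Gm38393* overlap it on the same strand. *Sema6a* rose from 4.02 to 23.9 CPM, *Hey1* from 12.1 to 58.4 CPM, *Rasd1* from 19.2 to 49.5 CPM and *Ggta1* from 10.4 to 25.0 CPM. As a description of the libraries, the median lay at percentile 100 of 10000 random lists of 7 genes with similar expression, whose own median was −0.082. Among the settings chosen in advance the median ran from 2.31 in cells thinned to 1500 UMIs to 3.22 in cells of female mice alone. In sub-clusters with at least 50 cells of each library, a setting chosen after the data had been seen, the median was 1.33 (0.91–1.78), and *Ggta1* had a log2 ratio of −0.20 (−0.84 to 0.41). This setting keeps 4 sub-clusters, among them the cycling one, and leaves out all Hh-active-like and Hh-active II-like cells. Counts of *Wif1* and *Cxcr4* were too low there for a value of their own. Within the *SM22-SmoM2* library, all 7 genes were higher in Hh-active-like fibroblasts than in other fibroblasts, with log2 ratios from 1.67 to 3.13 and a median of 2.24 (1.99–2.63). These genes took no part in forming or naming the sub-clusters.

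**Figure D2:**
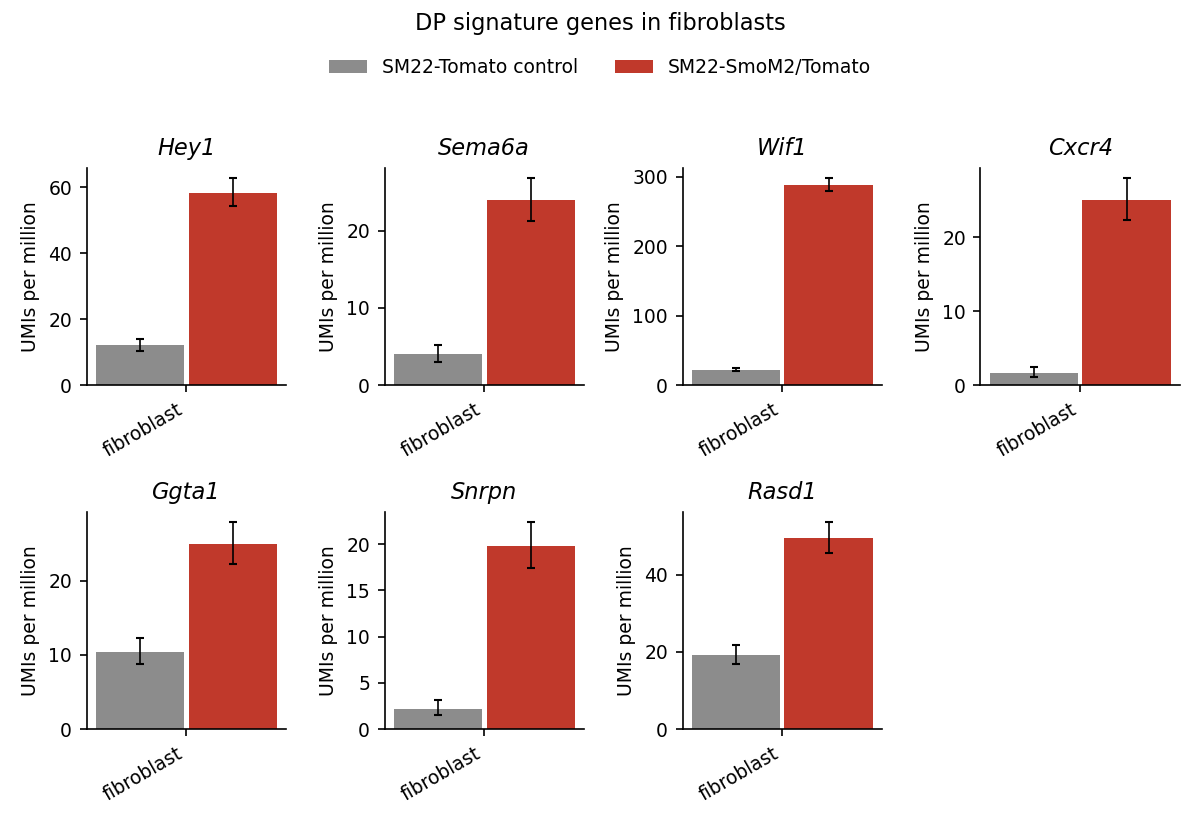
CPM (vertical axis) of 7 DP signature genes in fibroblasts of the control library (gray) and the *SM22-SmoM2* library (red), with exact 95% Poisson intervals. Each gene is higher in the *SM22-SmoM2* library, *Wif1* from 22.2 to 288 CPM and *Ggta1* from 10.4 to 25.0 CPM.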

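The number of DP signature genes per cell was counted over 11 genes, the 7 above with *Bmp3*, *Plk2*, *Alpl* and *Lef1*. At 1500 UMIs per cell, 54 of 727 Hh-active-like *SM22-SmoM2* cells (7.43%, 5.63–9.58) had at least 3 of the 11 genes. Among Hh-active II-like cells the number was 30 of 46 (65.2%, 49.8–78.6), and among other *SM22-SmoM2* fibroblasts 3 of 324 (0.926%, 0.191–2.68). Before thinning, the median depths of these groups were 10514, 4530.5 and 12392 UMIs per cell. The mean number of genes per cell was 1.05, 3.15 and 0.253, and 0.241 in other control fibroblasts. The 54 Hh-active-like control cells had a mean of 0.389, and 0 of them had at least 3 genes, which allows a share of up to 5.56% (3 cells of the total). In Schwann cells, the share with at least 3 genes was 0.148% in the control library and 0.340% in the *SM22-SmoM2* library. Endothelial cells had shares of 3.97% and 5.04%. The shares depended on depth. At 3000 UMIs per cell they were 23.4%, 97.6% and 4.09% in the 3 *SM22-SmoM2* groups, and without thinning 65.3%, 100% and 14.2%. Without thinning, Schwann cells reached 10.5% and 8.50%, and endothelial cells 64.7% and 56.2%. In level, all 7 genes named first were higher in Hh-active II-like than in Hh-active-like *SM22-SmoM2* cells, with a median log2 ratio of 1.90 (1.58–2.33). *Wif1* had the lowest ratio of the 7, at 1.11, and *Snrpn* the highest, at 3.73 (3.32–4.13). The list that named the Hh-active II-like group holds *Lamc3*, *Trps1* and *Enpp2*, which the paper counts among DP signature genes. The higher number and level of other DP signature genes in this group are therefore not independent of how it was chosen.

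**Figure D3:**
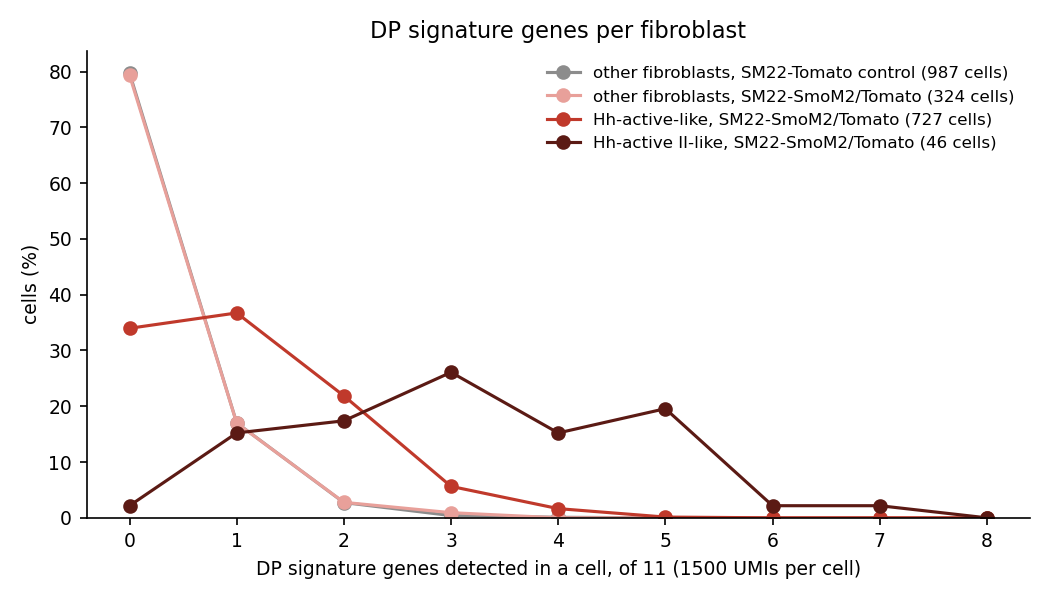
Share of cells in percent (vertical axis) by the number of 11 DP signature genes detected in a cell at 1500 UMIs (horizontal axis), for 4 groups of fibroblasts. Hh-active II-like cells average 3.15 genes, Hh-active-like cells 1.05 genes and other *SM22-SmoM2* fibroblasts 0.253 genes.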

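*Bmp3* (ENSMUSG00000029335) lies on chromosome 5 from 98854415 to 98884396, *Plk2* (ENSMUSG00000021701) on chromosome 13 from 110395046 to 110400844, and *Alpl* (ENSMUSG00000028766) on chromosome 4 from 137741733 to 137796384. *Lef1* (ENSMUSG00000027985) lies on chromosome 3 from 131110471 to 131224356, and *Gm43352* overlaps it on the opposite strand. In *SM22-SmoM2* fibroblasts, *Bmp3* had 18.6 CPM in other, 42.5 CPM in Hh-active-like and 303 CPM in Hh-active II-like cells. *Plk2* had 64.3, 208 and 425 CPM in the same groups, *Alpl* 3.71, 15.2 and 348 CPM, and *Lef1* 0.742, 0.988 and 128 CPM. In other control fibroblasts, *Bmp3* had 8.83 CPM, *Plk2* 101 CPM, *Alpl* 4.64 CPM and *Lef1* 0.0761 CPM (1 UMI). From other to Hh-active-like *SM22-SmoM2* cells, the log2 ratio was 1.19 (0.83–1.57) for *Bmp3*, 1.69 (1.50–1.89) for *Plk2* and 2.03 (1.25–2.91) for *Alpl*. For *Lef1*, with 3 and 8 UMIs, a difference was not detectable at this depth (0.41, −1.65 to 2.96). Of the 75 *Bmp3* UMIs in other *SM22-SmoM2* fibroblasts, 47 came from the cycling sub-cluster, as did 11 of 15 *Alpl* UMIs. From Hh-active-like to Hh-active II-like cells, the log2 ratio was 2.84 (2.49–3.17) for *Bmp3*, 1.03 (0.77–1.29) for *Plk2*, 4.52 (4.13–4.90) for *Alpl* and 7.02 (5.90–8.32) for *Lef1*. Of the *Alpl* UMIs in *SM22-SmoM2* fibroblasts, 44.1% (37.8–50.6; 109 of 247) lay in the 46 Hh-active II-like cells and 49.8% (43.4–56.2; 123 of 247) in the 727 Hh-active-like cells. For *Lef1*, Hh-active II-like cells held 78.4% (64.7–88.7; 40 of 51 UMIs) and Hh-active-like cells 15.7% (8 UMIs). At 1500 UMIs per cell, *Alpl* was detected in 43.5% of Hh-active II-like cells, 2.48% of Hh-active-like cells and 0.309% of other *SM22-SmoM2* fibroblasts, and in 0 of 294 Schwann cells of that library. With clustering by the Leiden method in place of k-means, the log2 ratio of Hh-active-like to other cells was 2.75 for *Bmp3* and 3.72 for *Alpl*. From the DP signature genes in Hh-active fibroblasts, the paper proposes that Hh activation in SM22+ myofibroblasts is enough to raise these genes broadly. From the divergence within these fibroblasts, it proposes that mechanisms independent of Hh also take part in regulating them.

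**Figure D4:**
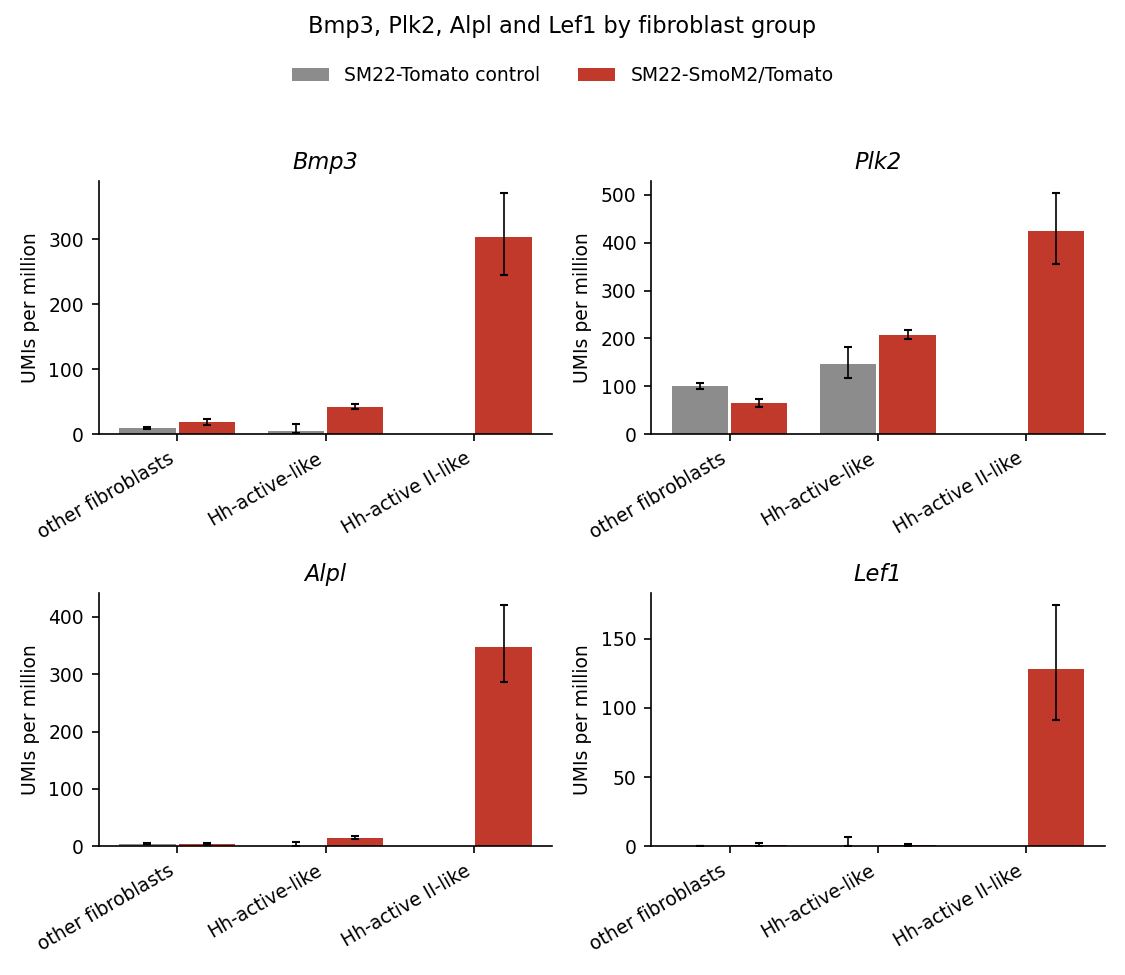
CPM (vertical axis) of *Bmp3*, *Plk2*, *Alpl* and *Lef1* in 3 groups of fibroblasts of the control library (gray) and the *SM22-SmoM2* library (red), with exact 95% Poisson intervals. The control library has 0 Hh-active II-like cells, and *Lef1* stands at 128 CPM in those of the *SM22-SmoM2* library.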

**Fig. 4:**
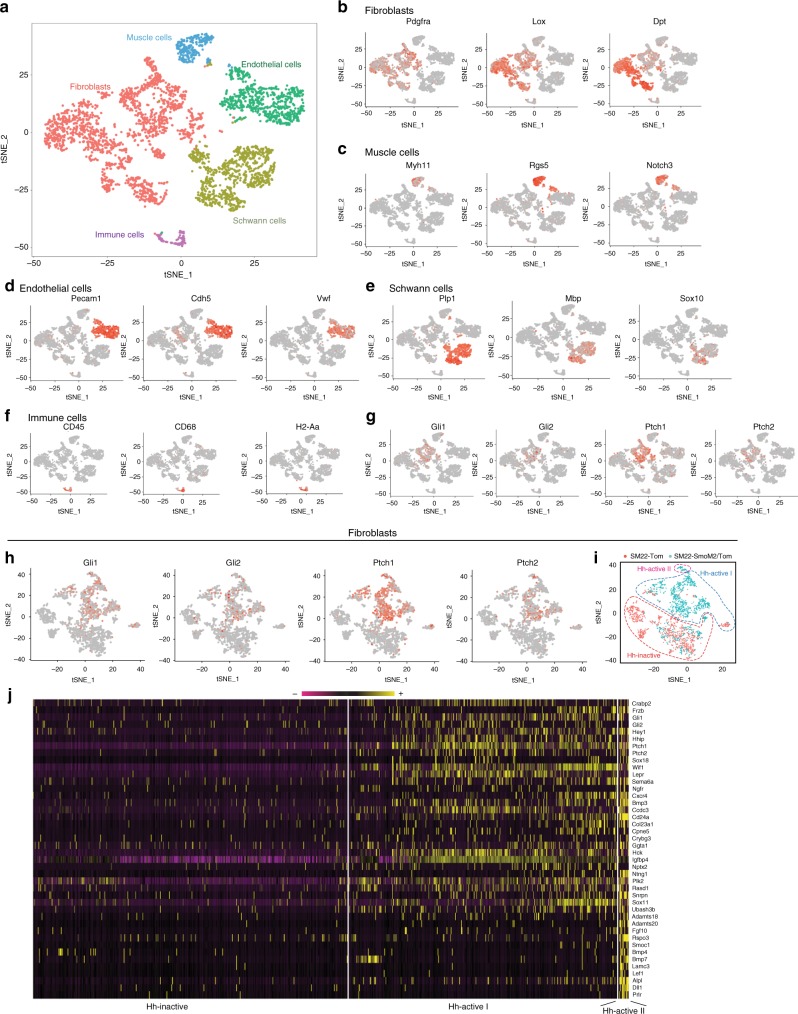
Dermal Hh activation induces DP fate in wound fibroblasts. scRNA-seq was performed with Tomato^+^ cells isolated from wound dermis of both *SM22-rtTA; tetO-Cre; R26-SmoM2/Tomato* (*SM22-SmoM2*) and *SM22-rtTA; tetO-Cre; R26-Tomato* (control) mice 3 days after complete re-epithelialization. The mice were subject to SW and treated with doxycycline from PW1d until PW12d (*n* = 12–25 W (3–5 M) per condition). **a**–**i** tSNE plots of 4680 SM22 + dermal cells split between control and Hh activated conditions. tSNE plot of SM22^+^ dermal cells colored by assigned lineages (**a**). tSNE plot of SM22^+^ dermal cells according to lineage-specific markers (**b**–**f**). tSNE plot of SM22^+^ dermal cells according to Hh pathway components (**g**). tSNE plot of SM22^+^ myofibroblasts according to Hh pathway components (**h**). tSNE plot of SM22^+^ myofibroblasts according to cell origin (**i**). **j** Heatmap showing the expression of DP signature genes. Yellow and black/purple correspond to high and low expression levels, respectively

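The files of both libraries together held 4680 cells, of which 4648 were kept. The pools held cells of both sexes, told apart by UMIs of *Xist* and of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. In the control library 1454 cells were called male and 729 female, and in the *SM22-SmoM2* library 1134 were male and 244 female, with 899 cells of both libraries showing neither. Of the fibroblasts that could be sexed, 74.7% (71.7–77.5) were male in the control library and 94.4% (92.7–95.9) in the *SM22-SmoM2* library. The values of single mice cannot be separated from these pools.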

### Hh activation in wound epidermis forms BCC-like structure

In contrast to dermis-specific activation of the Hh pathway, forced Hh activation solely in epithelial cells (*K14-CreER; R26-SmoM2*, TAM administration from PW1d to PW30d) did not promote DP formation in the wound area (Supplementary Fig. 7). As previously observed, the epidermis of these wounds maintained numerous K17^+^ epithelial invaginations resembling BCCs without signs of hair follicle differentiation^49–51^. Also, the Hh-driven, BCC-like epithelial growths were not accompanied by underlying DP^52^.

### Hh activation converts Wnt-active wound fibroblasts into DP

Next, given that Wnt signaling plays an essential role in hair follicle development and neogenesis^11,53–56^, we sought to examine the relationship between Wnt and Shh signaling. 

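Transcripts of 4 Wnt genes were counted in the fibroblasts of both libraries. *Axin2* (ENSMUSG00000000142), a target of canonical Wnt signaling, lies on chromosome 11 from 108920349 to 108950783, and *Gm11670* overlaps it on the opposite strand. It had 8.04 CPM (6.61–9.69) in control and 10.4 CPM (8.72–12.4) in *SM22-SmoM2* fibroblasts, a log2 ratio of 0.38 whose interval (0.00 to 0.76) reached 0. Across settings the ratio of *Axin2* ran from −0.034 in sub-clusters with at least 50 cells of each library, a setting chosen after the data had been seen, to 1.45 in thinned cells. Those sub-clusters hold no Hh-active-like or Hh-active II-like cells. *Wls* (ENSMUSG00000028173), on chromosome 3 from 159839672 to 159938664, fell from 331 CPM (322–341) to 190 CPM (182–198), a log2 ratio of −0.80 (−0.88 to −0.73). *Wnt10a* (ENSMUSG00000026167), on chromosome 1 from 74791516 to 74804179, had 65 UMIs in each library, 4.75 and 5.22 CPM, and a difference was not detectable at this depth (0.14, −0.38 to 0.66). *Wnt2* (ENSMUSG00000010797), on chromosome 6 from 17988940 to 18030585, fell from 91.8 CPM (86.8–97.0) to 13.9 CPM (11.9–16.1), a log2 ratio of −2.72 (−2.96 to −2.49). Of the *Wnt2* UMIs in control fibroblasts, 86.1% (84.0–87.9; 1081 of 1256) came from a sub-cluster of 270 control cells and 3 *SM22-SmoM2* cells. In sub-clusters with at least 50 cells of each library the log2 ratio of *Wnt2* was −0.44 (−0.91 to 0.01). *Wnt2* had 1.91 CPM in control Schwann cells and 2.39 CPM in control endothelial cells. Within *SM22-SmoM2* fibroblasts, Hh-active II-like cells had 38.3 CPM (19.8–67.0) of *Axin2* and 47.9 CPM (26.8–79.0) of *Wnt10a*, against 8.64 and 5.18 CPM in Hh-active-like cells. *Wls* was lower in them (105 CPM, 72.6–148) than in Hh-active-like (177 CPM, 167–186) and other cells (223 CPM, 209–238). *Wnt2* was counted 0 times among 313090 UMIs of the Hh-active II-like cells, which allows up to 9.58 CPM (3 UMIs of the total).

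**Figure D5:**
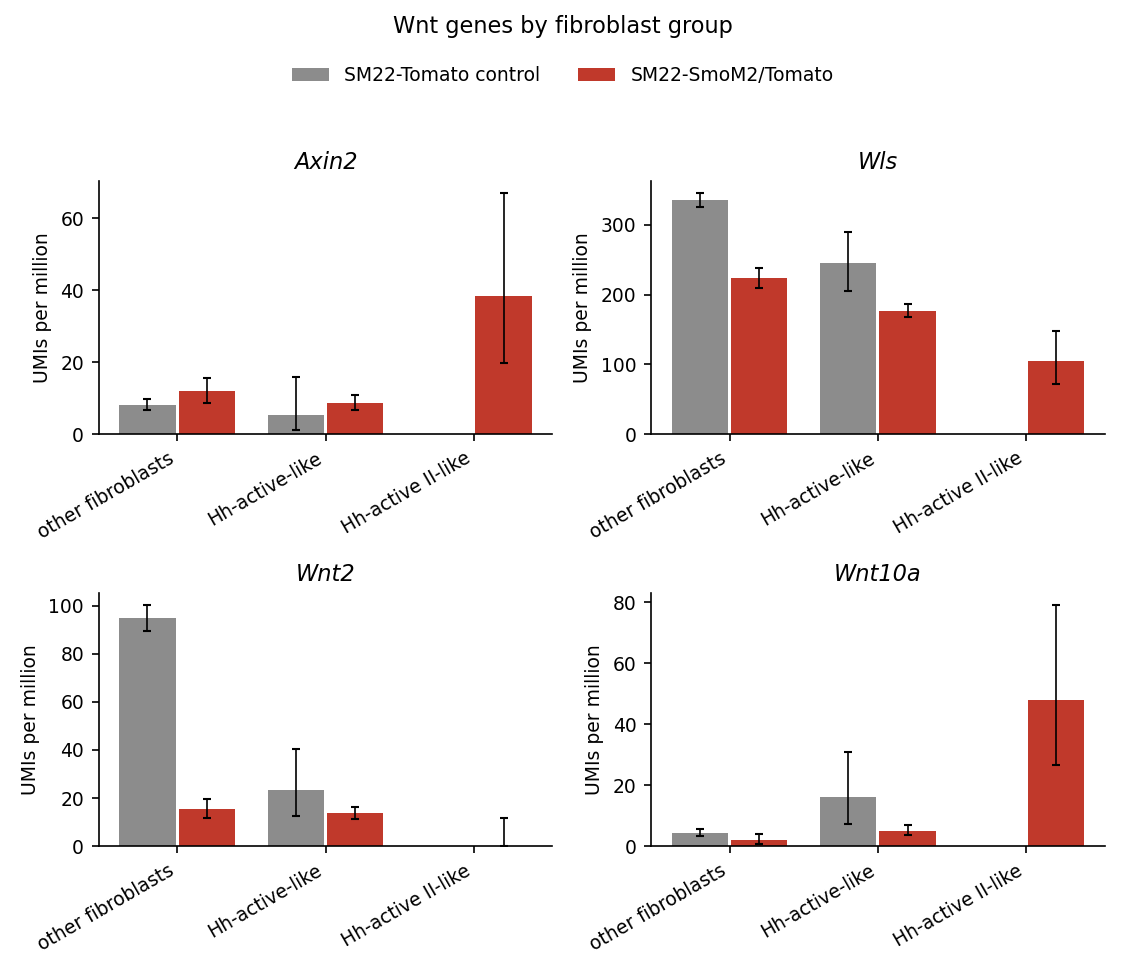
CPM (vertical axis) of *Axin2*, *Wls*, *Wnt2* and *Wnt10a* in 3 groups of fibroblasts of the control library (gray) and the *SM22-SmoM2* library (red), with exact 95% Poisson intervals. The control library has 0 Hh-active II-like cells, and other fibroblasts have 94.6 CPM of *Wnt2* in the control library and 15.3 CPM in the *SM22-SmoM2* library.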

Our scRNA-seq analyses in myofibroblasts and examination of Axin2 expression in wounds from *Axin2-LacZ* mice both showed Wnt activity in scarring dermis of small wounds. scRNA-seq analyses demonstrated the expression of *Axin2*, *Wls*, and canonical *Wnt* ligands such as *Wnt2* and *Wnt10a* (Fig. 5a, b). Our findings are consistent with previous reports that long-term Wnt signaling within dermal fibroblasts correlates with injury-induced fibrosis^57,58^. We hypothesized that dermal Wnt signaling is not sufficient to induce HFN without Hh activation. Indeed, constitutive activation of Wnt signaling (*SM22-rtTA; tetO-Cre; β-catenin* ^*ex3/fl*^) in SM22^+^ dermal cells of small wounds did not promote new DP regeneration or HFN (Fig. 5c–h). However, dermal depletion of Wls, which is essential for Wnt ligand secretion, inhibited HFN in large wounds (*SM22-rtTA; tetO-Cre; Wls* ^*fl/fl*^ and dox treatment from PW3d to PW21d). These results suggest the requirement of dermal Wnt ligands for HFN (Fig. 5i–l).

**Fig. 5:**
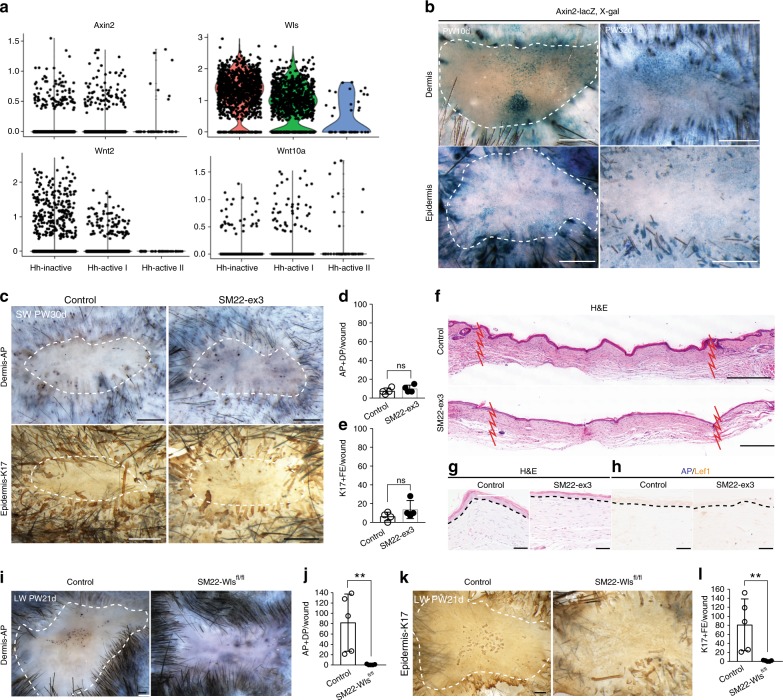
Dermal Wnt activation alone is not sufficient for HFN. **a** Violin plots of Wnt pathway-related genes in SM22^+^ myofibroblasts. **b** X-gal staining in epidermis and dermis of SW of *Axin2-LacZ* mice at PW10d and PW32d. **c**–**h** *SM22-rtTA; tetO-Cre; β-catenin* ^*fl(ex3)/+*^ (*SM22-ex3)* and littermate controls were subjected to SW and treated with doxycycline from PW1d until tissue harvest at PW30d (*n* = 3–4 W (3–4 M) per condition). Whole-mount HFN assay (**c**) and quantifications (**d**, **e**). H&E (**f**, **g**) and AP/Lef1 staining (**h**) show lack of hair germ (HG) formation by *β-catenin* activation in dermis. **i**–**l** *SM22-rtTA; tetO-Cre; Wls* ^*fl/fl*^ (*SM22-Wls* ^*fl/fl*^*)* and littermate controls were subjected to LW and treated with doxycycline from PW3d until tissue harvest at PW21d (*n* = 4–5 W (4–5 M) per condition). Whole-mount HFN assay (**i**, **k**) and quantifications (**j**, **l**). *n*: number of wounds (W) or mice (M), Dashed white circle and zigzag line: wound boundary, Dashed line: epidermis–dermis border, SW small wound, LW large wound, AP alkaline phosphatase, PW post-wound, Scale bars represent 500 µm (**b**, **c**, **i**, **k**), 100 µm (**f**), 50 µm (**g**, **h**)

We then sought to test whether Hh activation in dermal cells was capable of converting Wnt-active dermal fibroblasts to the DP fate. We induced forced Hh activation in Wnt responsive cells within small wounds, using the promoter of *Axin2*, a well-established target of canonical Wnt activity^59,60^ (*Axin2-CreER; R26-SmoM2*). TAM was administered into control and *Axin2-CreER; R26-SmoM2* from PW1d to PW30d. *Smo* overexpression in Wnt-active myofibroblasts resulted in extensive DP formation in small wounds (Fig. 6a–d). Genetic tracing of Axin2^+^ cells during HFN in reporter *Axin2-CreER; R26-Tomato* mice showed tomato expression in de novo DPs establishing that Axin2^+^ cells in wounds form DPs (Fig. 6e). In contrast, control wounds without Hh activation in Wnt-active dermal cells underwent scarring without HFN (Fig. 6a–d). These results show that Hh activation in Wnt-active dermal cells promotes their fate conversion into DP, the regenerative dermal niche for HF formation.

**Fig. 6:**
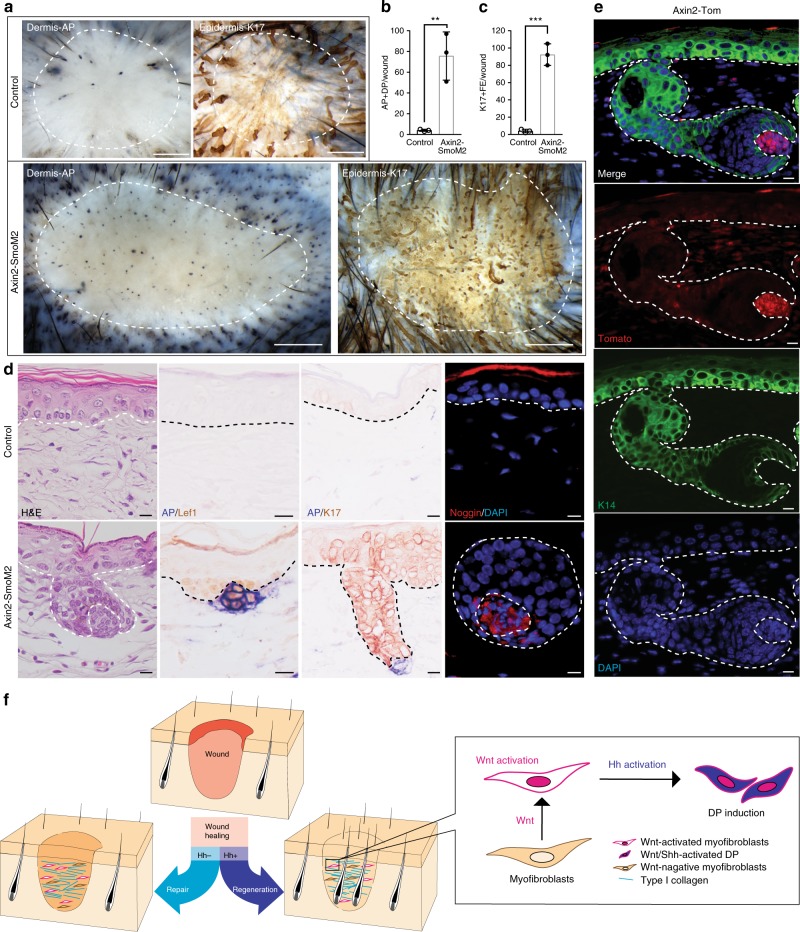
Hh activation can convert fibrotic Wnt-active dermal cells into DP in wounds. **a**–**d** *Axin2-CreER; R26-SmoM2 (Axin2-SmoM2)* and littermate controls were subjected to SW and treated with TAM from PW1d until tissue harvest at PW30d (*n* = 9–15 W (3–5 M) per condition). Whole-mount HFN assay (**a**) and quantifications (**b**, **c**). H&E and immunohistochemical analyses with indicated markers (**d**). **e** Tracing of tomato-labeled Axin2^+^ cells in *Axin2-CreER; R26-Tomato (Axin2-Tom). Axin2-Tom* mice were subjected to LW and treated with TAM from PW3d until PW12d (before complete re-epithelialization). Tissue was harvested at PW23d and stained with anti-RFP antibody. **f** Model: Conversion of wound repair to regeneration in adult skin. Wound healing in mammalian skin typically results in scarring and lack of appendage regeneration. Dermal Hh activation can install de novo dermal papilla into wounds, resulting in regenerative HF neogenesis, despite collagen deposition in adult wounds. *n*: number of wounds (W) or mice (M), Data are represented as mean ± s.d., **p < 0.01, ***p < 0.001; Student’s *t*-test, Dashed white circle: wound boundary, Dashed line: epidermis–dermis border, SW small wound, LW large wound, PW post-wound, DP dermal papilla, AP alkaline phosphatase, FE follicular epithelium, HF hair follicle, Scale bars represent 500 µm (**a**), 10 μm (**d**, **e**)

## Discussion

Our results demonstrate that wound repair can be redirected to promote regeneration following injury by modifying a key dermal signal (Fig. 6f). This study provides definitive evidence for a long-held concept that dermal cells are key components in determining wound healing outcome^8^. Our results suggest that the suppression of skin appendage regeneration in wound healing is due to the absence of dermal regeneration signals rather than intrinsic lack of regenerative competence in scarring cells. Installing developmental signals in the wound dermis may be a reasonable strategy to achieve regenerative healing in mammals. Epithelial activation of Wnt and Shh signaling was previously identified as critical for hair regeneration; however, these same pathways may also induce skin epithelial cancers when experimentally or pharmacologically augmented^61,62^. Our basic study with preclinical mouse models suggests that the capacity to create ectopic de novo DP in vivo by modulation of specific signals in the dermis may overcome this barrier and bring us closer to true skin renewal after injury.

Fibrotic scarring and epimorphic regeneration are frequently considered to be on opposite ends of the wound healing spectrum. This concept underpins attempts to promote regenerative healing by suppression of scarring mechanisms^8,63^. Our study suggests that scarring/fibrosis in skin wounds may not affect HF morphogenesis if the appropriate regenerative ques are applied. Although long-term activation of Wnt signaling, a hallmark of fibrotic repair, was observed in small wounds, the physiological level of Wnt signaling in scarring wounds did not negatively impact HFN in the presence of Shh activation. These studies provide evidence that fibrotic repair can be genetically subverted and offers possible tools to bypass extensive reprograming of adult skin cells into an “embryonic status” or for “stem cell transplantation” strategies to lead to regenerative healing in mammals.

HFN is largely a recapitulation of hair follicle development. However, the requirements for Shh regulation may be different in embryonic HF development and adult HFN. Shh-null mice can develop DP^16^ and Smo is dispensable for the initial establishment of DP in embryos^17^. Similarly, while epithelial Wnts are sufficient for embryonic HF development, both epithelial and dermal Wnts are needed for adult HFN^54,64^. The absolute requirement for Shh/Smo signaling in adult de novo DP formation may reflect a vulnerability in regeneration mechanisms compared to organogenesis in the embryo, whose development is often ensured by redundant compensatory mechanisms.

In conclusion, our study is the first to show that de novo DP can be created in adult skin by modulating a signaling pathway in the dermis. Future studies will be directed toward understanding the upstream mechanisms of Shh regulation, as well as downstream mechanisms leading to HF morphogenesis following de novo establishment of DP.

## Methods

### Mice

All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at NYU School of Medicine. All mice with proper genotype were used for the designed experiments regardless of sex. *LSL-Shh* mice in which mouse Shh is expressed under the control of β-actin promoter upon *Cre* medicated excision of stop sequence, were previously generated as described in Wang et al^23^. *Axin2-CreER*^59^ and *β-catenin* ^*fl(ex3)*^^65^ were obtained from indicated researchers. *Gli1-LacZ* (008211), *R26-SmoM2* (005130), *K14-CreER* (005107), *Shh* ^*fl/fl*^ (004293), *Pdgfra-CreER* (018280)*, Smo*^*fl/fl*^ (004526), *SM22-rtTA* (006875), *tetO-Cre* (006224), *Wls* ^*fl/fl*^ (012888), *Axin2-LacZ* (009120) and *R26-Tomato* reporter mouse (007908), were purchased from the Jackson laboratory.

To induce *CreER* activity, tamoxifen (TAM) treatment was performed by intraperitoneal injection (0.1 mg per g body weight) of a 20 mg per ml solution in corn oil^66^. To induce *rtTA* activity, mice were administered doxycycline-containing chow (20 g per kg, Bio-Serv).

### Wound experiment

Wound experiments were carried out with 3–4-week-old or 7–8-week-old mice as described in Ito et al.^11^. All wounding experiments were performed after anesthetization of mice with isoflurane. Briefly, for full-thickness large wound, 1 cm^2^ (1 X 1 cm) or 2.25 cm^2^ (1.5 X 1.5 cm) of skin were excised for 3–4-week or 7–8-week-old mice, respectively. For small wound, skin was excised by 4 mm full-thickness biopsy punch (Acuderm Inc.) as published^67^. For loss of function study of Hh pathway, wounds were harvested at PW21d by which the number of neogenic HFs was saturated in control wounds. For gain of function study of Hh pathway, samples were harvested around 30 days after wounding (PW30d~) to allow continuous formation of neogenic HFs.

### Whole-mount HFN assay

Whole-mount HFN assay to detect K17^+^ hair follicles and AP^+^ DP was performed as previously described^11^. To analyze hair follicle (dermal papilla and follicular epithelium) regeneration after wounding, wounded skin was harvested from the mice and incubated in 5 mM or 20 mM EDTA in PBS at 37 °C for 30 min ~2 h or overnight. The epidermis was gently separated from the dermis under a dissecting microscope (Axiovision Discovery V12, Zeiss, Germany). Both epidermis and dermis were fixed in 4% paraformaldehyde for 10 min at room temperature (RT) and rinsed with PBS. For the epidermis, standard DAB immunohistochemistry (see below) was performed with anti-K17 antibody (ab) (Abcam, 1:500). For the dermis, AP staining was performed. Dermis was incubated in NTMT solution (100 mM NaCl, 100 mM Tris-Cl (pH 9.5), 50 mM MgCl_2_, 0.1% Tween-20) for 10 min and then incubated in NTMT containing in NBT/BCIP (Roche, 1:50) solution at RT until color was visualized.

### Histochemistry

Immunohistochemistry was performed as published^66^. For paraffin sections, tissues were fixed in 4% PFA at 4 °C overnight and rinsed with PBS. Following sequential dehydration in ethanol and xylene, tissues were infiltrated by paraffin and embedded in fresh paraffin. The paraffin-embedded tissue blocks were chilled on ice for 10–15 min and cut at 6 µm thickness. The 6 µm tissue slices were flattened out on warm water and placed on microscope slides and dried out at 37 °C overnight. The tissue sections were rehydrated through xylene and graded series of ethanol (2 × 100%, 90%, 80%, 70%, and 50%) and rinsed with PBS. After antigen retrieval in Tris-EDTA (pH 8.0), the tissue sections were incubated with blocking solution (10% BCS in PBS containing 0.1% Tween-20) for 1 h at RT then appropriate primary antibodies at RT for 2 h or 4 °C overnight. After PBS washing, the tissue sections were incubated with secondary antibodies at RT for 1 h. If necessary, the second and third primary antibodies were used on the same tissue sections with corresponding secondary antibodies. Following PBS rinsing, the stained slides were mounted with mounting medium and stored at 4 °C for analysis. For frozen section, tissues were fixed in 4% PFA on ice for 10 min and embedded in OCT compound on dry ice. The frozen blocks were cut at 10 µm thickness, placed on microscope slides, and dried out at RT. After PBS washing, the tissue sections were incubated in blocking, primary, and secondary ab solutions as described above. All immunohistochemical analysis was observed and photographed on an upright Nikon Eclipse Ti or Zeiss Axiophot microscopes. Following antibodies were used: rabbit anti-K17 (1:500, Abcam), rabbit anti-Lef1 (1:100, Cell signaling), rabbit anti-Noggin (1:100, Abcam), rabbit anti-RFP (1:500, Rockland), rabbit anti-Shh (1:50, Santa Cruz), rabbit anti-SMA (1:100, Thermo Scientific), rabbit anti-F4/80 (1:100, Cell signaling), chicken anti-K14 (1:500, BioLegend), mouse anti-β-catenin (1:500, Sigma), mouse anti-SM22α (1:100, Abcam), mouse anti-AE13 (1:20, a gift of T.T. Sun), mouse anti-AE15 (1:20, a gift of T.T. Sun), mouse anti-K15 (1:100, NeoMarkers), and rat anti-CD34 (1:50, BD Bioscience). For histology, paraffin sections were stained with hematoxylin and eosin in accordance with a general method. To detect collagen protein, trichrome staining and picrosirius red staining were carried out using Masson’s Trichrome Stain Kit and Picrosirius Red Stain Kit, respectively (Polysciences). Trichrome staining was performed at NYUMC experimental pathology core.

### X-gal staining

X-gal staining was performed as published^68^. Skin wound tissues were fixed in 4% PFA at 4 °C for 30 min and rinsed with PBS. The tissues were incubated in X-gal rinse buffer (2 mM MgCl2, 0.01% Sodium deoxycholate, and 0.02% NP-40 in PBS) for 10 min at RT and then in X-gal (5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside) staining buffer (0.7 mg/ml X-gal, 0.5 M K_4_Fe(CN)_6_ and 0.5 M K_3_Fe(CN)_6_ in X-gal rinse buffer) at RT or 37 °C until color was visualized. The tissues were photographed in whole mount using a dissection microscope (Zeiss, Discovery V12). The tissues were then dehydrated in standard graded series of ethanol, embedded in paraffin blocks and cut into 6-µm-thick sections. To visualize nucleus, the tissues were counterstained with nuclear fast red solution. Small wounds of *Axin2-LacZ* mice were incubated in 20 mM EDTA in PBS at 37 °C for 1 h to separate dermis from epidermis before X-gal staining.

### RNA-seq analysis

Skin wound tissues (PW11d) of control and *K14-CreER; LSL-Shh* mice were incubated in 20 mM EDTA solution at 37 °C for 30 min. After separation of epidermis from dermis, total RNA was isolated from epidermis and dermis using RNeasy Plus Micro-Kit (Qiagen) as described by the manufacturer. Total RNA was provided to Genome Technology Center at NYU Langone Medical Center for preparing RNA-seq libraries and sequencing. RNA-seq libraries were prepared using the Illumina TruSeq Stranded Total RNA library prep, after ribodepletion with Ribozero Gold kit (Illumina) starting from 200 ng of DNAse I treated total RNA, following the manufacturer’s protocol (15 cycles of PCR amplification). The amplified libraries were purified using AMPure beads, quantified by Qubit and QPCR, and visualized in an Agilent Bioanalyzer. The libraries were pooled equimolarly, and sequenced on two lanes of an Illumina HiSeq 2500 flow cell, v4 chemistry as paired-end 50. The differentially expressed genes (DEG) were submitted to DAVID for GO term analysis^69^. Top related enriched terms were selected and shown in the figures.

### Single-cell RNA-seq analysis

Skin wounds were collected from of both *SM22-rtTA; tetO-Cre; R26-SmoM2/Tomato* (*SM22-SmoM2*) and *SM22-rtTA; tetO-Cre; R26-Tomato* (control) mice 3 days after complete re-epithelialization (dox treatment from PW1d to PW12d) and incubated in 20 mM EDTA solution at 37 °C for 30 min to separate dermis from epidermis. The separated dermis was incubated in Dulbecco's Modified Eagle Medium (DMEM, Corning) containing 10% FBS (Corning) and 0.35% type I collagenase (Worthington) at 37 °C for 1 h. After rinsing with PBS, Tomato^+^ cells from isolated dermal cells were sorted with a FACSAria II cell sorter (BD biosciences). scRNA-seq libraries were prepared using the following: Single-Cell 3ʹ Reagent Kits v2: Chromium™ Single-Cell 3ʹ Library & Gel Bead Kit v2 PN-120237, Single-Cell 3ʹ Chip Kit v2 PN-120236, i7 Multiplex Kit PN-120262” (10x Genomics) 46 and the Single-Cell 3ʹ Reagent Kits v2 User Guide (Manual Part # CG00052 Rev A). Libraries were run on an Illumina HiSeq 4000 as 2 × 150 paired-end reads, one full lane per sample, for approximately > 90% sequencing saturation. Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software. The Cell Ranger Single-Cell Software Suite (https://support.10xgenomics.com/single-cell-gene- expression/software/pipelines/latest/what-is-cell-ranger) was used to perform sample demultiplexing, barcode processing, and single-cell 3′ gene counting. The cDNA insert was aligned to the mm10/GRCm38 reference genome. Only confidently mapped, non-PCR duplicates with valid barcodes and UMIs were used to generate the gene-barcode matrix. Further analysis and visualization was performed using Seurat, an R package containing implementations of commonly used single-cell analytical techniques, including the identification of highly variable genes, dimensionality reduction, standard unsupervised clustering algorithms, and the discovery of differentially expressed genes and markers (http://www.ncbi.nlm.nih.gov/pubmed/26000488).

### Quantitative reverse transcription PCR (qRT-PCR)

Total RNA was isolated using RNeasy Micro-Kit (Qiagen) as described by manufacturer and reverse-transcribed with Superscript III First Strand Synthesis System (Invitrogen) for cDNA synthesis. cDNA was amplified using taqman probes and the ABI 7900HT SDS system. Transcripts were quantified relative to the housekeeping gene, GAPDH. The probes used for this study were listed in Supplementary Table 1.

### Hydroxyproline assay

To measure collagen content, hydroxyproline assay kit (Sigma) was used according to manufacturer’s protocol. Whole wound tissues were collected and homogenized in 100 µl of water per 10 mg tissue. After adding 100 µl of HCl (~12 M) per 10 mg tissue into the homogenized tissue, the mixture was hydrolyzed at 120 °C for 3 h. A total of 1–2 µl of supernatant was incubated in 100 µl of Chloramine T/Oxidation buffer mixture for 5 min and then, in 100 µl of diluted DMAB reagent for 90 min, sequentially. The absorbance was measured at 560 nm using SpectraMax M3 (Molecular Devices).

### Transmission electron microscopy

Transmission electron microscopy (TEM) was carried out in Microscopy Laboratory at NYU Langone Medical Center^70^. The harvested wounds were dissected (0.5 X1 cm) and put the wounds on top of paper tower. The skin wounds were fixed in the fixative containing 2.5% glutaraldehyde, and 2% paraformaldehyde in 0.1 M sodium cacodylate buffer (pH 7.2) with 1% tannic acid for 30 min and further dissected to 1 × 3 mm smaller pieces. Fixation process was continued in the same fixative at RT for 2 h, then 4 °C overnight. The skin then post-fixed with 1% osmium tetroxide for 2 h at RT, block staining in 1% uranyl acetate overnight at 4 °C, then dehydration in a standard manner and embedded in EMbed 812 (Electron Microscopy Sciences, Hatfield, PA) for transmission electron microscopy. Semi-thin sections were cut at 1 mm and stained with 1% Toluidine Blue to evaluate the orientation of the sample. Ultrathin sections (60 nm) were cut, mounted on copper grids and stained with uranyl acetate and lead citrate. Stained grids were examined under Philips cm-12 electron microscope (FEI; Eindhoven, The Netherlands) and photographed with a Gatan (4k X2.7 k) digital camera (Gatan, Inc., Pleasanton, CA).

### Statistical analysis and image processing

The whole-mount HFN assay was performed with at least three wound samples per genotype, and the data were representative of over three independent experiments. Data were represented as mean ± s.d. To calculate *p*-values, Student’s *t*-test was used on Microsoft Excel, with two-tailed tests and unequal variance. All graphs were generated by Microsoft Excel and GraphPad Prism. Images were processed using Image J and Adobe Photoshop. For transforming AP signals into colored dots using Photoshop, images of AP staining of wound were first turned into black and white, reduced background, and changed into red, green or cyan colors. Three images were then merged by overlapping the center of each wound.

## Electronic supplementary material

Supplementary Information

## Data Availability

RNA-seq data and scRNA-seq have been deposited in the Gene Expression Omnibus (GEO) database under accession codes GSE94893 and GSE112671, respectively. All other data of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Hedgehog stimulates hair follicle neogenesis by creating inductive dermis during murine skin wound healing
**Source:** Nat Commun. 2018 Nov 21;9:4903. doi: 10.1038/s41467-018-07142-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Hedgehog stimulates hair follicle neogenesis by creating inductive dermis during murine skin wound healing**

Chae Ho Lim et al.

**Supplementary Figures and Table**

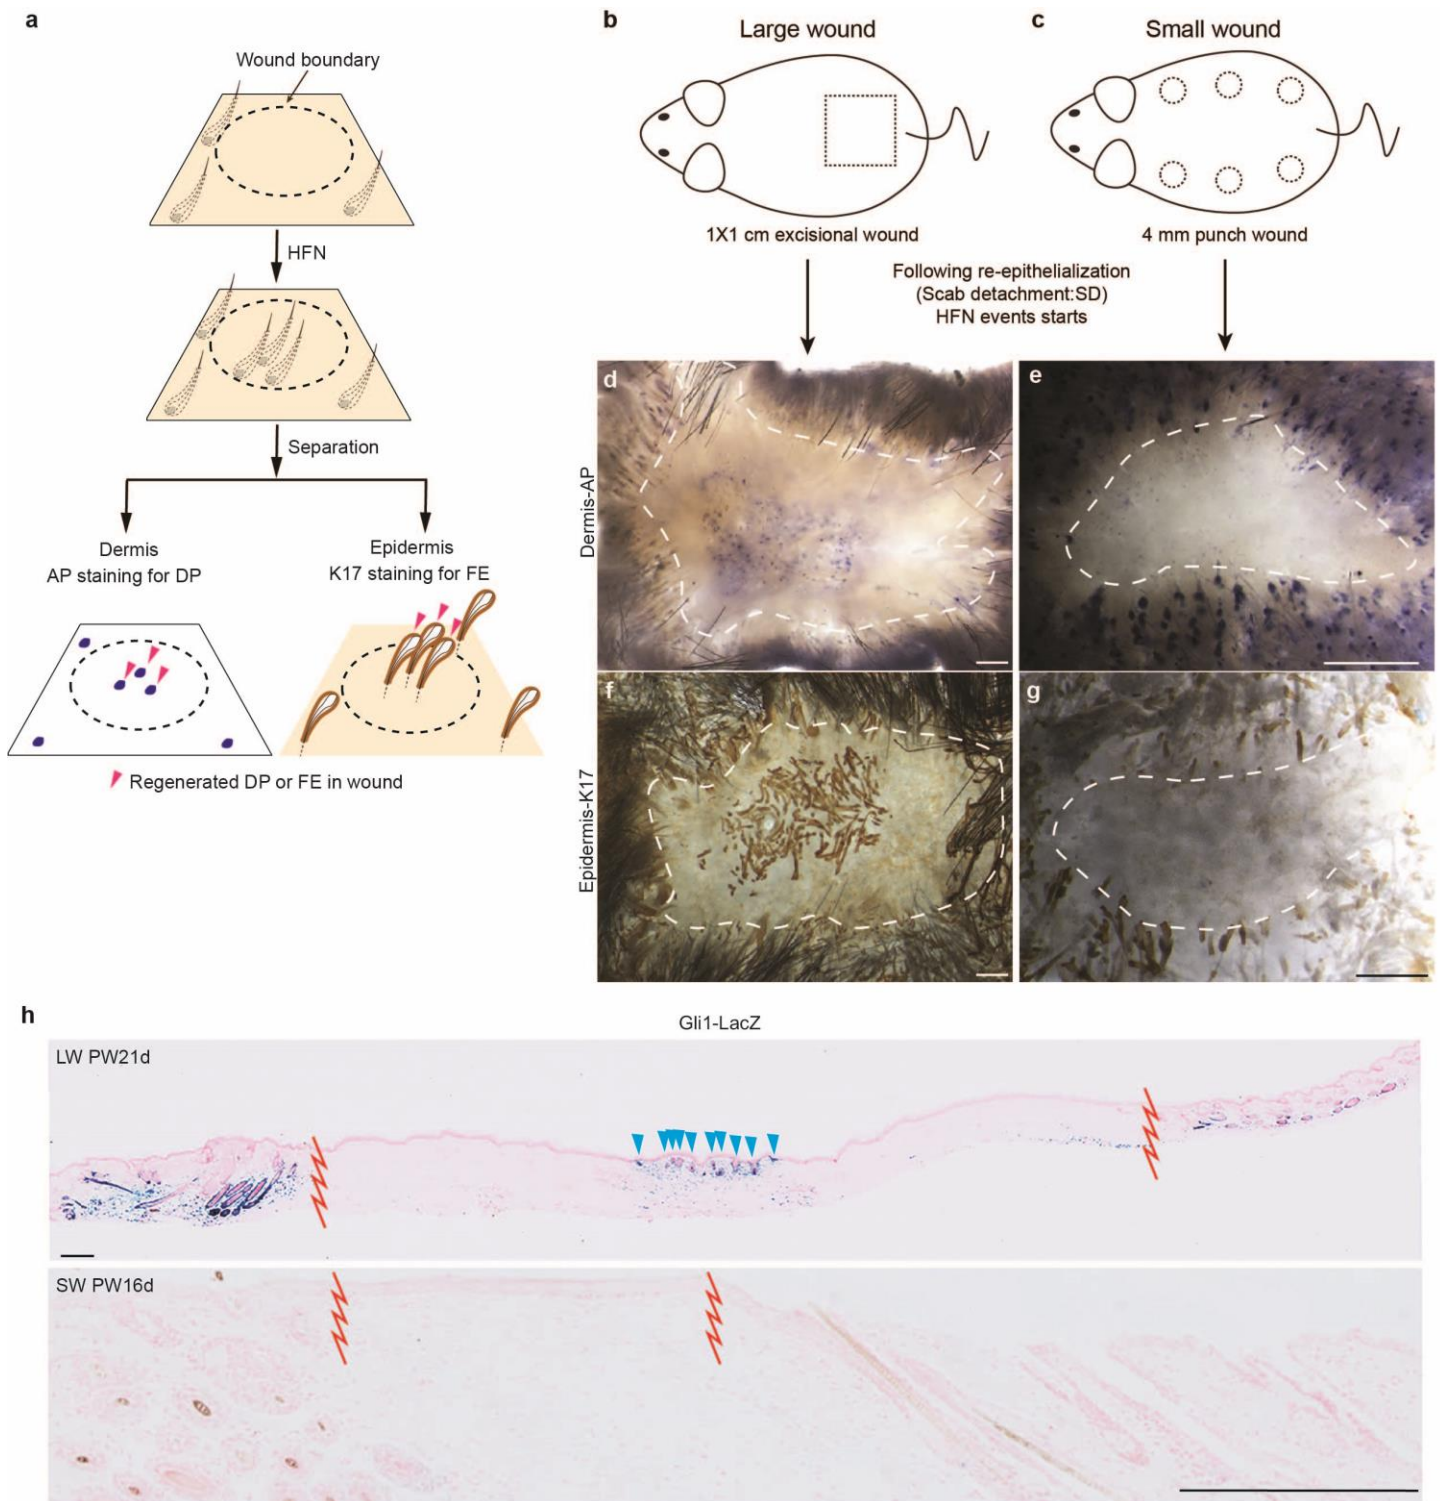

**Supplementary Figure 1. Large wounds induce Hh signaling and hair follicle neogenesis (HFN) unlike small wounds**

**a**, Schematic illustration of whole mount HFN assay. **b and c**, Schematic illustrations of full-thickness large wound (LW) and small wound (SW), respectively. **d and e**, Whole mount AP staining on wound dermis of wild-type mice. LW (d) and SW (e). **f and g**, Whole mount K17 staining on wound epidermis of wild-type mice. LW (f) and SW (g). Wounds were collected at PW21d for large wounds and at PW30d for small wounds. **h**, Gli1-LacZ signals on tissue section at PW21d (LW) and PW16d (SW). Arrowheads show regenerated HFs. Dashed circle: wound boundary. AP: alkaline phosphatase, DP: dermal papilla, FE: follicular epithelium, PW: post-wound. Scale bars represent 500  $\mu$ m (d-h).

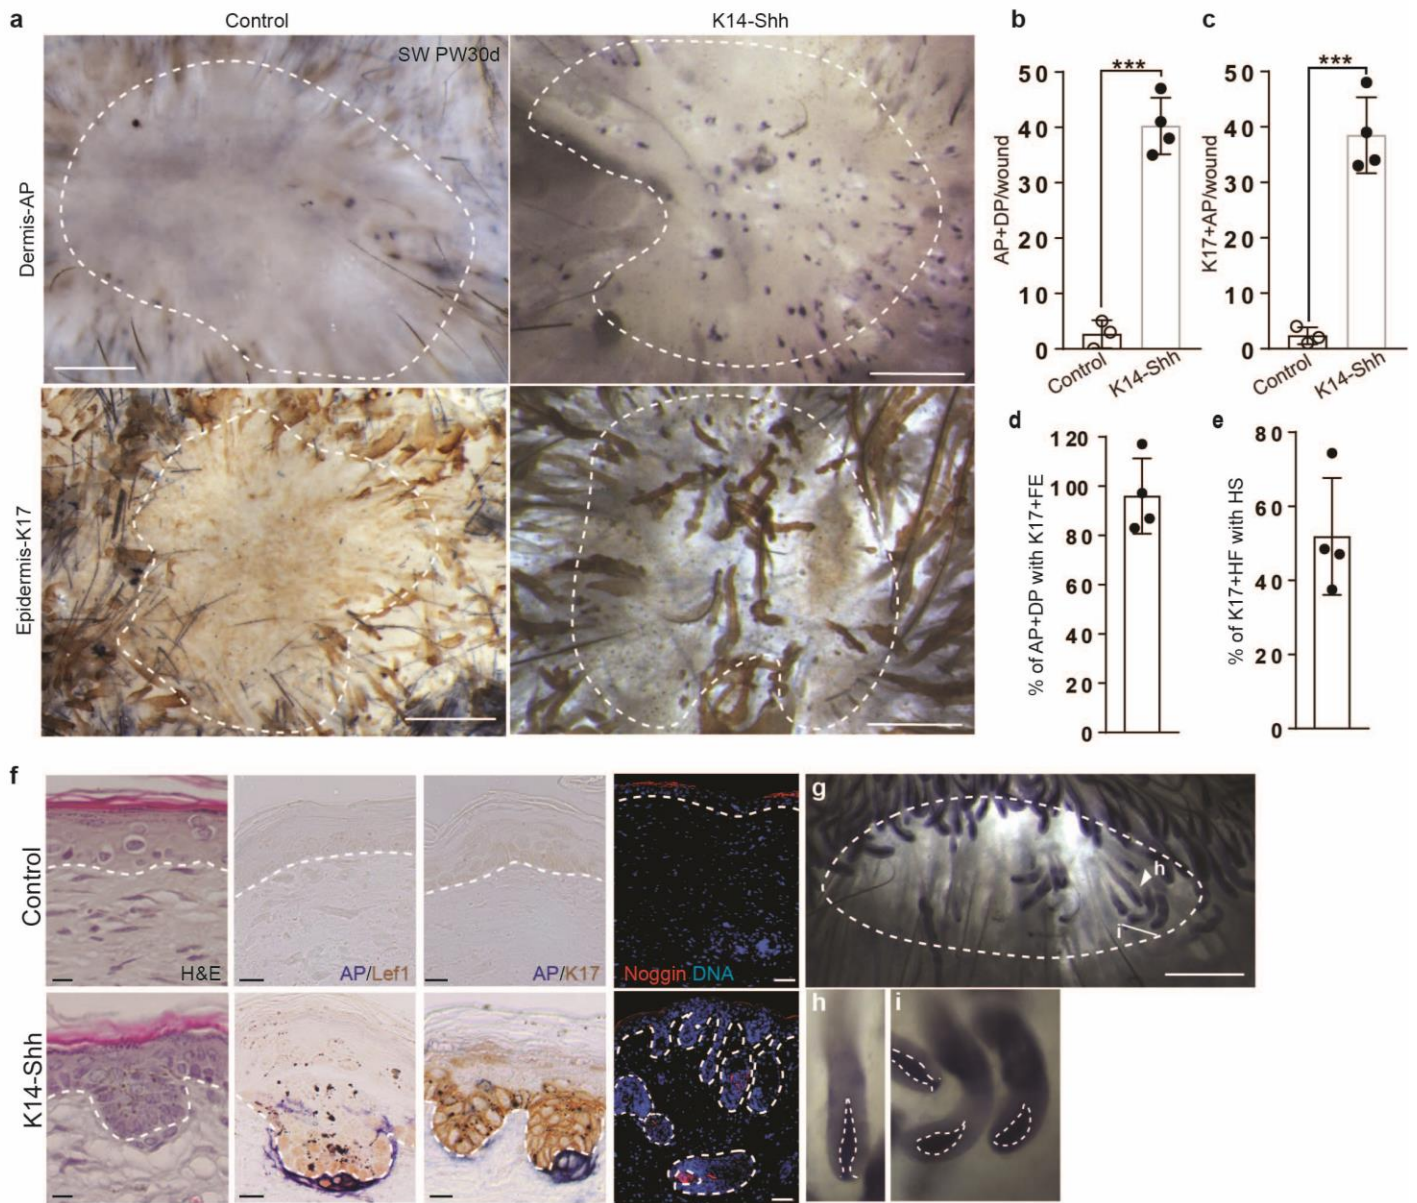

### Supplementary Figure 2. Sufficiency of epithelial Shh to produce de novo hair follicles in non-regenerative wound

**a-i**, *K14-CreER; LSL-Shh (K14-Shh)* and littermate controls were subjected to SW and treated with TAM from PW1d until tissue harvest at PW30d (n=18W (7-12M) per condition). Whole mount HFN assay (a) and quantifications (b and c). Percentage of AP<sup>+</sup> DP with K17<sup>+</sup> FE (d). Percentage of K17<sup>+</sup> HF with hair shaft (HS) (e). H&E and immunohistochemical analyses with indicated markers (f). Side view of AP staining of whole mount wound skin of *K14-Shh* (g). Magnified views of regenerated HF in wound. Dashed white circles represent DP. (h and i). n: number of wounds (W) or mice (M), Data are represented as mean  $\pm$  s.d., \*\*\*p<0.001; Student's t-test, Dashed white circle: wound boundary, Dashed line: epidermis-dermis border, SW: small wound, PW: post-wound, DP: dermal papilla, AP: alkaline phosphatase, FE: follicular epithelium, HF: hair follicle, HS: hair shaft, Scale bars represent 500  $\mu$ m (a, g), 50  $\mu$ m (one column on the right in f), 10  $\mu$ m (three columns on the left in f).

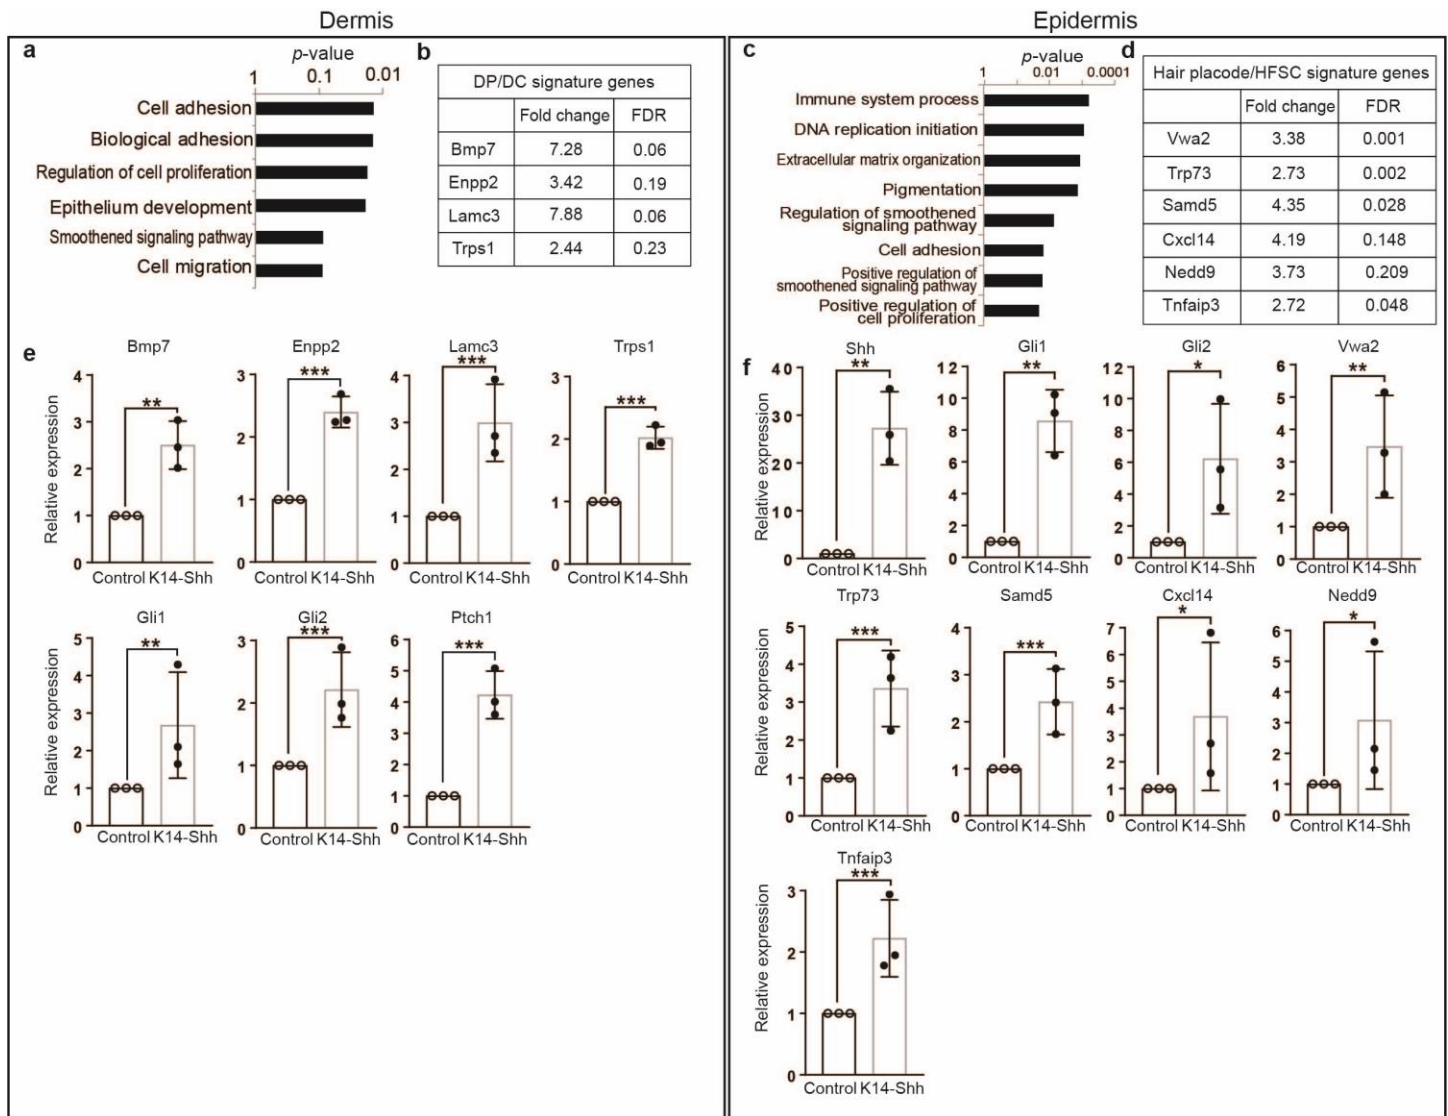

**Supplementary Figure 3. Epithelial Shh overexpression in adult wounds leads to up-regulation of signature genes for embryonic HF morphogenesis**

**a-f**, *K14-CreER*; *LSL-Shh* (*K14-Shh*) mice and littermate controls were subjected to small wound (SW) and treated with TAM from PW1d until tissue harvest at PW11d (n=12W (4M) per condition). Gene ontology (GO) analysis of differentially expressed genes (DEGs) (a and c). DP and dermal condensate (DC) signature genes upregulated in dermis of *K14-Shh* (b). Hair placode and hair follicle stem cell (HFSC) signature genes upregulated in epidermis of *K14-Shh* (d). qRT-PCR with indicated genes (e and f). n: number of wounds (W) or mice (M), Data are represented as mean  $\pm$  s.d., \*p<0.05; \*\*p<0.01; \*\*\*p<0.001; Student's t-test, PW: post-wound.

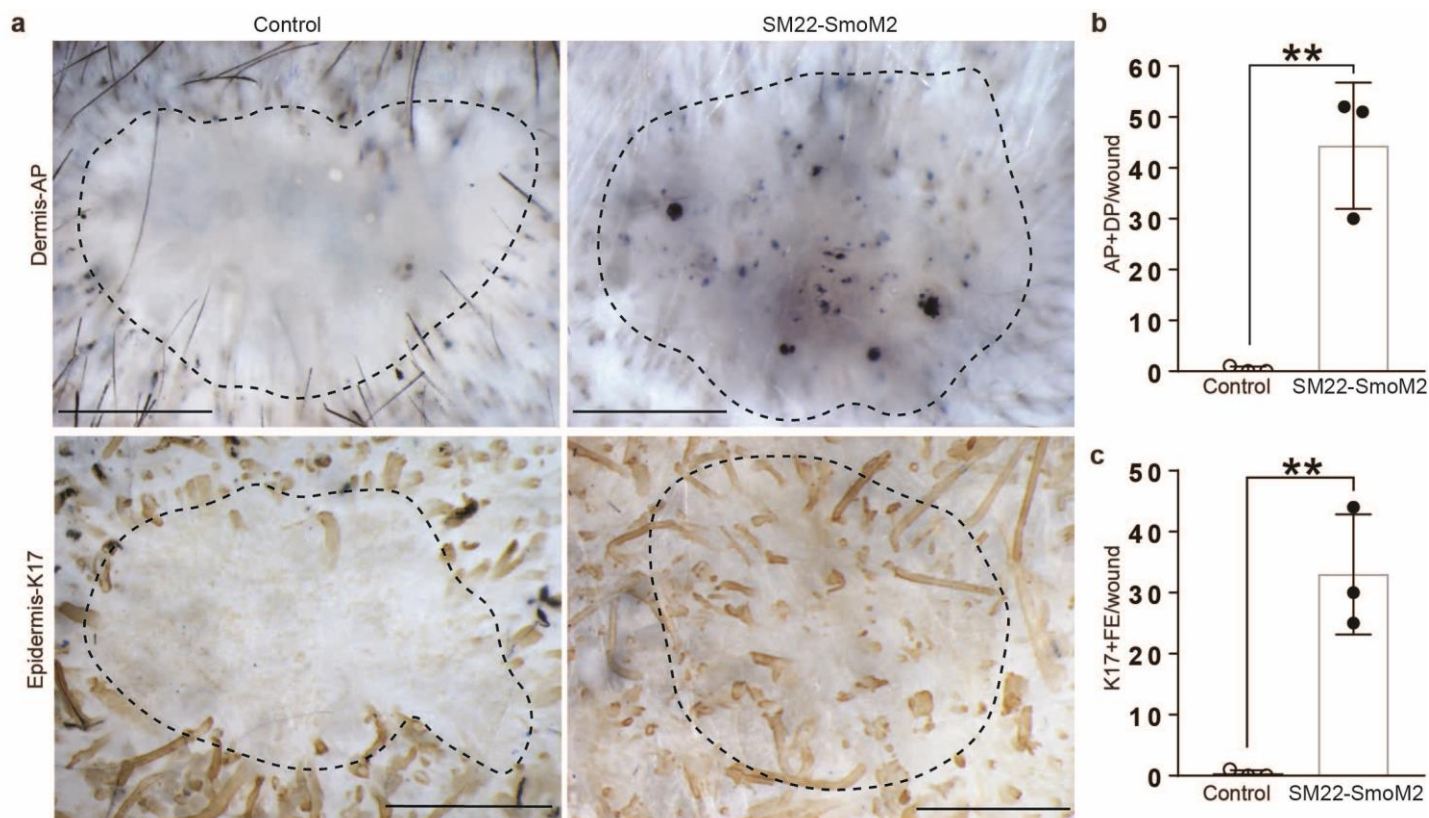

**Supplementary Figure 4. Dermal Hh activation after complete re-epithelialization is sufficient to promote HFN in non-regenerative small wound**

**a-c**, *SM22-rtTA; tetO-Cre; R26-SmoM2* (*SM22-SmoM2*) and littermate controls were subjected to small wound and treated with doxycycline from scab detachment ( $PW10 \pm 2d$ ) until tissue harvest at  $PW 46d$  ( $n=15W$  (3-4M) per condition). Whole mount HFN assay (a) and quantifications (b and c). n: number of wounds (W) or mice (M), Data are represented as mean  $\pm$  s.d.,  $**p<0.01$ ; Student's t-test, Dashed circle: wound boundary, DP: dermal papilla, AP: alkaline phosphatase, FE: follicular epithelium, PW: post-wound, Scale bars represent  $500 \mu m$ .

### Regenerated HF on small wound of SM22-SmoM2

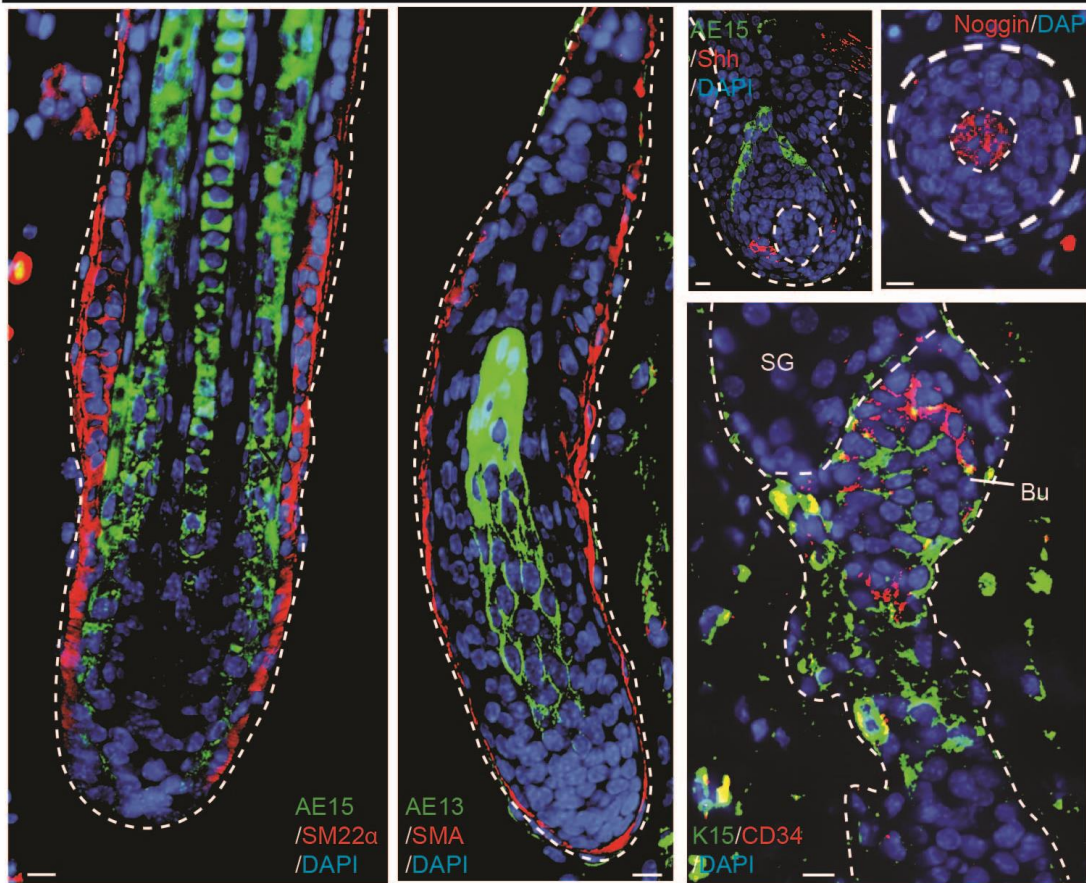

### Normal HF on intact skin

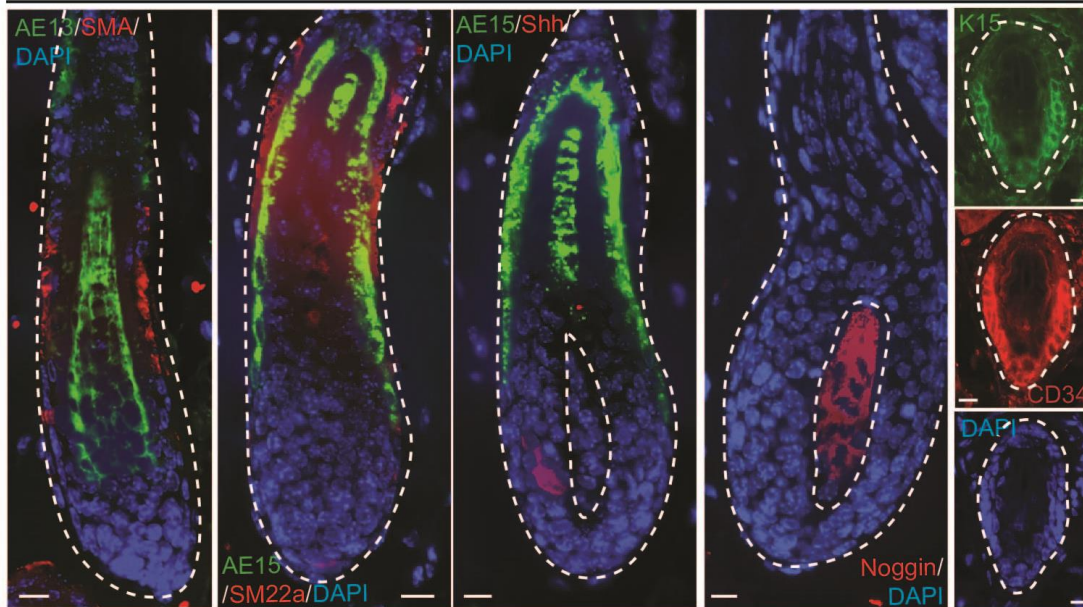

### Supplementary Figure 5. Hh-driven regenerated HF resemble normal HF

Immunofluorescence with indicated markers on neogenic hair follicles (HFs) in *SM22-rtTA; tetO-Cre: R26-SmoM2* (*SM22-SmoM2*) mice at PW 34d. Normal HFs in intact skin of wild-type mice were analyzed as control. Dashed line: epidermis-dermis border, Bu: bulge stem cell area, SG: sebaceous gland, Scale bars represent 10  $\mu$ m.

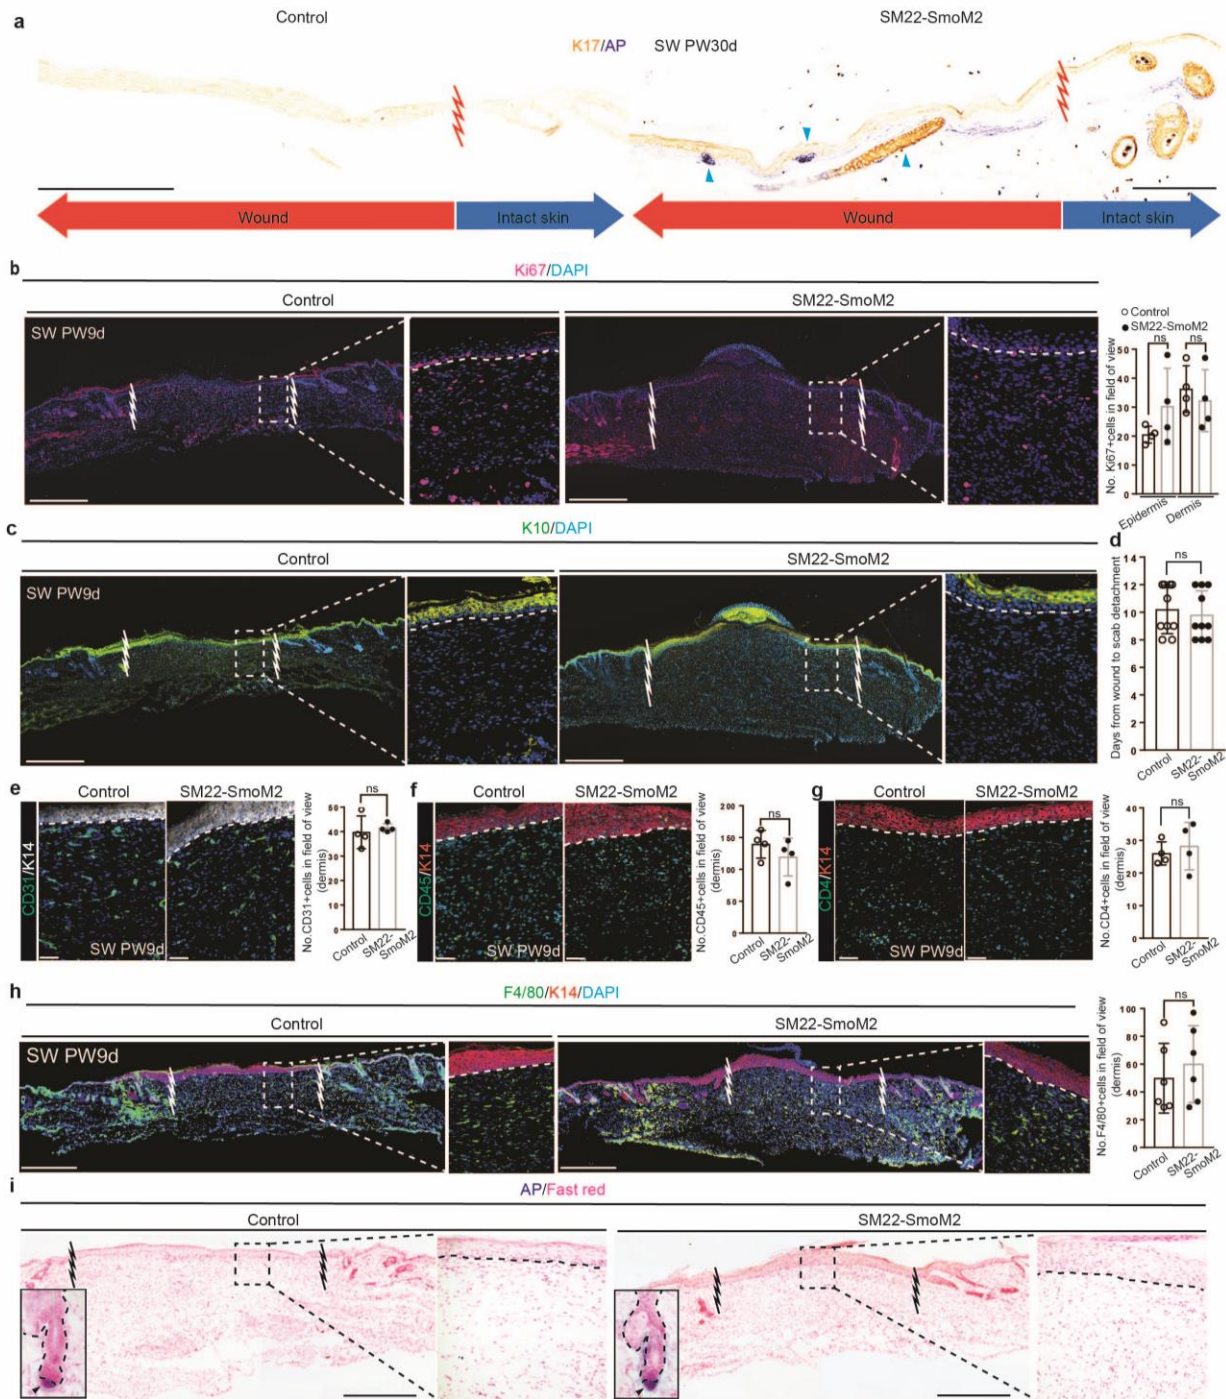

### Supplementary Figure 6. Dermal Hh activation does not alter proliferation, differentiation, angiogenesis and immune responses in small wound

**a**, AP/K17 staining on small wound (SW) of *SM22-rtTA; tetO-Cre; R26-SmoM2* (*SM22-SmoM2*) and littermate controls at PW30d. Arrowheads show regenerated HF. **b-i**, *SM22-SmoM2* and littermate controls were subjected to SW and treated with doxycycline from PW1d until tissue harvest at PW9d (n=2W (2M) per condition). Immunohistochemical analyses for indicated markers to assess proliferation (b), epidermal differentiation (c), endothelial cell distribution (e), immune cell infiltration (f, g), macrophage distribution (h) and AP activity (i). Insets show HF including AP<sup>+</sup> DP in intact skin (i). Days from wound to scab detachment (d). n: number of wounds (W) or mice (M), Data are represented as mean  $\pm$  s.d., ns: non-significant; Student's t-test, Dashed line: epidermis-dermis border, PW: post-wound, Scale bars represent 500  $\mu$ m (a-c, h, i), 50  $\mu$ m (e-g).

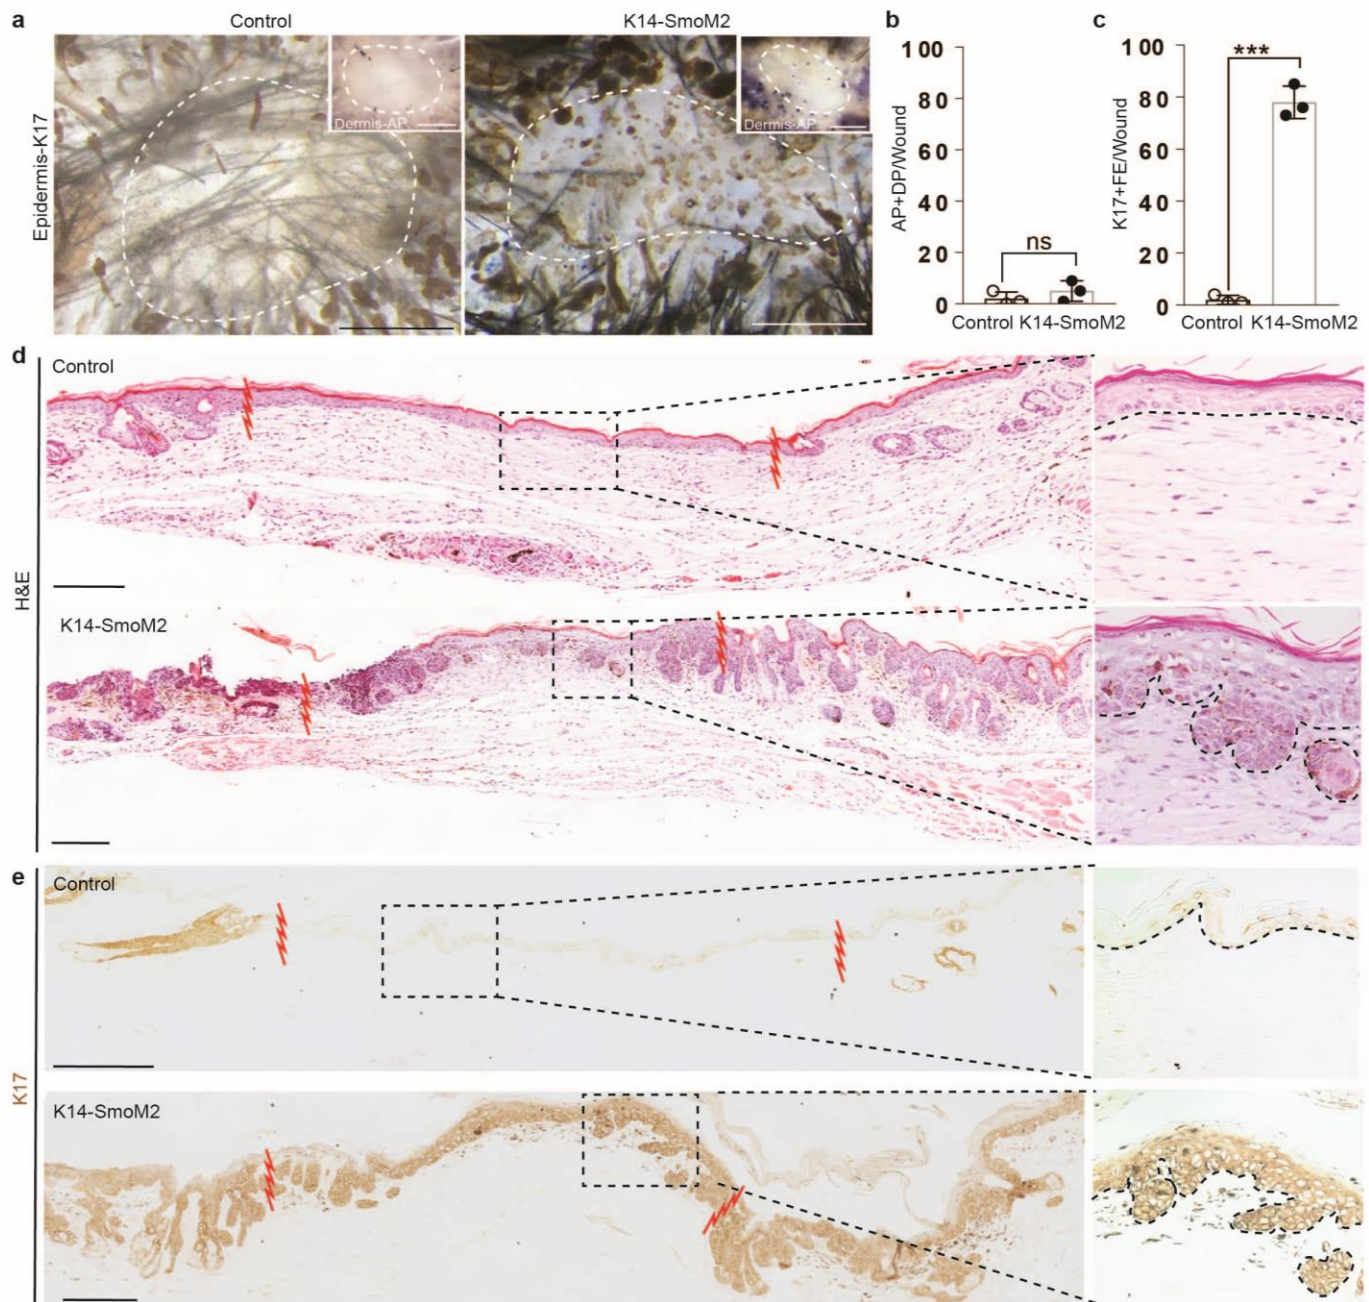

### Supplementary Figure 7. Epidermal Smo activation does not promote dermal papilla formation following wounding

**a-e**, *K14-CreER*; *R26-SmoM2* (*K14-SmoM2*) and littermate controls were subjected to small wound and treated with TAM from PW1d until tissue harvest at PW30d (n=9W (4-5M) per condition). Whole mount HFN assay (a) and quantifications (b and c). Insets show the corresponding whole mount AP staining in wound dermis. H&E (d) and K17 staining (e) on sections. n: number of wounds (W) or mice (M), Data are represented as mean  $\pm$  s.d., ns: non-significant; \*\*\*p<0.001; Student's t-test, Zigzag line and dashed white circle: wound boundary, Black dashed line: epidermis-dermis border, DP: dermal papilla, AP: alkaline phosphatase, FE: follicular epithelium, PW: post-wound, Scale bars represent 500  $\mu$ m (a), 100  $\mu$ m (d, e).

| Gene    | Assay ID      |
|---------|---------------|
| Bmp7    | Mm00432102_m1 |
| Enpp2   | Mm00516572_m1 |
| Lamc3   | Mm01324510_m1 |
| Trps1   | Mm00459612_m1 |
| Vwa2    | Mm01192757_m1 |
| Trp73   | Mm01261128_m1 |
| Samd5   | Mm01192757_m1 |
| Cxcl14  | Mm00444699_m1 |
| Nedd9   | Mm01324843_m1 |
| Tnfaip3 | Mm00437121_m1 |
| Gli1    | Mm00494654_m1 |
| Gli2    | Mm01293111_m1 |
| Shh     | Mm00436528_m1 |
| Ptch1   | Mm00436026_m1 |
| GAPDH   | Mm99999915_g1 |

**Supplementary Table 1.** A list of taqman probes used for qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

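Single-cell RNA sequencing of sorted Tomato+ cells was re-analysed for 1 control library and 1 *SM22-SmoM2* library. According to the paper, 12–25 wounds of 3–5 mice were used. The counts were made by the authors with Cell Ranger from 10x Chromium v2 libraries. Reads were aligned to GRCm38, and only confidently mapped, non-duplicate reads with valid barcodes and UMIs were counted. The values are whole UMI counts per gene and cell without normalization, per the file headers and the values themselves. The Cell Ranger version, the annotation version, the strand counted and the way barcodes were called as cells are not stated. All barcodes in the matrices had been called as cells, so no cell calling was repeated. The barcode list covers the whole kit and was not used, and cells were taken by their column. Gene IDs were matched to the GRCm38 annotation, where 27645 IDs were found, 26501 of them with the same name, and 65 symbols occurred more than once.

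Cells with fewer than 200 genes or more than 10% mitochondrial UMIs were left out. Depth per cell had a median of 8607.5 UMIs in the control library and 8837.5 UMIs in the *SM22-SmoM2* library. Counts were scaled to 10000 UMIs per cell and log-transformed. K-means with 50 starts was run on 20 principal components of 2000 variable genes, with K = 20 for all cells and K = 15 for fibroblasts. The clustering genes left out 21 genes of the Hh pathway, the DP signature and Wnt signaling. Clusters were named from marker lists by the mean log2 of CPM over the median of clusters, with 10 CPM added to each. A name needed 3 markers at 10 CPM and 1.5 times the median, or more than 6 of the 12 Hh-active II markers. A fibroblast sub-cluster was left out as mixed when its top 10 genes, each with at least 100 CPM, held more markers of another lineage than of fibroblasts. It was Hh-active-like with 3 of 5 Hh markers raised, and Hh-active II-like with more than 6 of the 12 markers also raised.

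UMIs were summed per class and library, and log2 ratios were taken of CPM. A count of 0 was replaced by 3 UMIs, and no ratio is given when both counts were 3 or fewer. Intervals are 95% and cover counting error only. Medians over gene lists leave out genes without a ratio, take 3 UMIs in place of a count under 3, and carry intervals from 2000 simulated Poisson draws, and were placed among 10000 random lists drawn from 20 bins of expression of genes with at least 10 UMIs. These placements describe the libraries and are not tests between conditions. Shares of cells with a gene detected were taken after thinning each cell at random to 1500 UMIs. Cells were called male with Y-linked UMIs and no *Xist*, and female with *Xist* and no Y-linked UMIs. The genes named in the text are those the paper names for these data, *Smo* and *Tagln*, and the 5 genes with the highest and 5 with the lowest log2 ratio in fibroblasts. The last 10 needed 50 UMIs over both libraries and the same direction in every sub-cluster with at least 50 cells of each library. Mitochondrial, ribosomal protein and sex-linked genes were left out. For this ranking, 3 UMIs replaced a count under 3. Some genes of these sets are not reported here, and sums, lists and rankings were taken without them, after the values had been seen. Clustering and naming were left as they were.

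Several choices were made after values had been seen. The naming thresholds and the rule for mixed sub-clusters were set after the clusters had been seen. Also set then were the limits on which alternatives give a value, with no value for a count of 0, for 2 counts of 3 or fewer, or for a count newly under 3. The results picked for a closer look needed at least 3 UMIs per library and left out lineage markers, and for single genes also those the paper names. The test of free RNA for the highest genes was first run against the library average and then against the library's other lineages. The test of free RNA in control fibroblasts was changed so that the UMIs that pick sub-clusters are not those tested, and the tests of male shares were changed to shares at equal depth. Genes without a ratio were then also left out of medians. The test of depth was changed to median UMIs, since its first form was fixed by the definition of the groups. The ratios were also changed so that only counts of 0 are replaced.

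The calculations were tested on simulated data with 11484 genes, of which 200 were changed. The simulated counts were Poisson sums over all fibroblasts of a library, without differences between cells or mice and without clustering. The test therefore covers the arithmetic only, and not how well the intervals describe these cells. The direction was right for 100% of changed genes, and the intervals held the true value for 93% of changed and 95.7% of unchanged genes. Of 200 random lists, 3 passed percentile 97.5, as did 20 of 20 raised lists. The alternatives were a 5% and no mitochondrial filter, cell calling at 1000 UMIs, removal of Scrublet doublets at an expected rate of 5%, and Leiden clustering at resolution 1.0 with 20 neighbours. Others were K = 12 and 10, K = 30 and 20, clustering with the reported genes kept, thinning, the mean of per-cell CPM, male or female cells alone, and a minimum of 200 UMIs. Added after the data had been seen were removal of barcodes of both sexes, subtraction of 5% of the library's average profile, and 3 changes to the fibroblast class. These left out Hh-active II-like cells, left in mixed sub-clusters, or kept only sub-clusters with at least 50 cells of each library. Subtraction of a profile of barcodes with up to 50 UMIs was planned and not run, since the matrices hold no such barcodes. No paired analysis was possible because each condition has 1 library. A list of perineurial and a list of endoneurial marker genes were written before they were tested. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.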

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

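The comparisons for free or released RNA in this part were chosen after the results were seen, while the tests in male cells were set before their values were seen.

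Genes the paper's text does not name for these data had a higher level in *SM22-SmoM2* fibroblasts than in control fibroblasts. *Fxyd7* rose from 1.10 to 57.9 CPM (log2 ratio 5.72, 4.99–6.57), *Egfl6* from 4.90 to 163 CPM (5.06, 4.71–5.43), *Lepr* from 3.36 to 79.2 CPM (4.56, 4.13–5.02) and *Cd24a* from 4.75 to 92.6 CPM (4.28, 3.92–4.67). *Lepr* and *Cd24a* appear in the paper's heatmap of fibroblasts. All 4 genes are among the genes ranked highest by the rule set in advance. They were chosen for their size, so their ratios are prone to be overstated. Within *SM22-SmoM2* fibroblasts, Hh-active II-like cells had 1763 CPM of *Cd24a* (552 of 1153 UMIs) against 64.7 CPM in Hh-active-like cells, while *Fxyd7* had 0 UMIs in the Hh-active II-like cells. RNA released by other cells is argued against as the whole cause, since the 4 genes together were 7.65 times (6.78–8.68) as high in fibroblasts as in the library's other lineages. Another mix of sexes is argued against by male cells alone, where 4 of 4 genes had intervals above 0, with log2 ratios from 4.14 to 5.75. In female cells alone *Cd24a* had a log2 ratio of 0.77 (−1.04 to 2.30). An effect of SmoM2 stays open, and so does any difference between the pools or libraries, since each condition has 1 library.

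In other lineages, 3 genes moved against their direction in fibroblasts, and these differences between lineages were not tested. *Tagln* had a log2 ratio of 0.48 in fibroblasts, −0.85 in muscle cells (1270 to 704 CPM) and −0.55 in endothelial cells (192 to 131 CPM). *Rasd1* had 1.37 in fibroblasts, −0.51 in muscle cells (105 to 74.0 CPM) and −0.60 in endothelial cells (105 to 69.4 CPM). *Plk2* had 0.70 in fibroblasts, −0.28 in Schwann cells (516 to 424 CPM) and −0.71 in immune cells (161 to 98.5 CPM). Another mix of sexes is argued against by male cells of the same lineages, where 6 of 6 comparisons stayed below 0, from −1.30 to −0.42. *Pcsk7* overlaps *Tagln* on the opposite strand. For *Tagln* and *Rasd1*, released RNA is argued against as the whole cause, since it would reach all lineages. *Tagln* rose in Schwann cells (62.0 to 96.1 CPM) and had only 38.6 CPM in control and 30.1 CPM in *SM22-SmoM2* immune cells. *Rasd1* had 5.73 and 4.95 CPM in Schwann cells, less than its falls in muscle and endothelial cells. For *Plk2*, which was high in all lineages, released RNA stays open. A different makeup of the lineages and an effect of SmoM2 in these cells were not tested and stay open.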

How the results depend on the processing

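The 5 settings described as added were chosen after the data had been seen, and the other 15 were set in advance.

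Of 252 values of main results under the settings set in advance, 213 stayed within their 95% interval (a count of cells or genes within 1.5 times) and 39 moved. For single genes and further values these numbers were 341 and 50 of 391. A cell calling limit of 1000 UMIs removed no cell and so tests nothing, but gave 25 and 38 of the values that stayed. Leaving out Scrublet doublets gave 23 and 33 of them, and is a weak test of barcodes holding 2 cells. It removed 5 control and 11 *SM22-SmoM2* barcodes, while 143 and 45 held transcripts of both sexes. A change of sign was counted only where the main interval left out 0, and none was found under these settings. Under the added settings, 29 of 39 main values stayed and 10 moved, and of 74 further values 60 stayed, 12 moved and 2 changed sign. Both sign changes counted arose in sub-clusters with at least 50 cells of each library, where *Ggta1* had a log2 ratio of −0.20 and *Alpl* −0.046. *Axin2* and *Wnt10a*, whose main intervals take in 0, fell below 0 there too, and *Wnt10a* also with Scrublet doublets left out (−0.0036) and with Hh-active II-like cells left out (−0.21).

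With up to 5% mitochondrial UMIs, fibroblasts were 41.2% of control cells, and 0% of other fibroblasts had at least 3 DP signature genes. With Scrublet doublets left out, *Wnt2* had a log2 ratio of −2.44. In cells thinned to 1500 UMIs, the log2 ratio was 2.93 for the 3 Hh pathway genes, 1.45 for *Axin2*, −0.72 for *Wls* and −2.36 for *Wnt2*. There, 52.4% of Hh pathway UMIs of the control library and 93.5% of those of the *SM22-SmoM2* library lay in fibroblasts. The 7-gene DP median of Hh-active-like over other cells was 3.00, and *Bmp3* in Hh-active II-like over Hh-active-like cells had 2.35. In female cells alone the ratio was 3.40 for the Hh pathway genes, 3.22 and 2.97 for the DP medians of 7 and 11 genes, −1.01 for *Wls* and 0.66 for *Wnt10a*. Male cells alone gave 3.36 for the Hh pathway genes, 2.77 for the 11-gene median, −3.00 for *Wnt2* and 0.66 for *Wnt10a*. The mean of per-cell CPM gave 2.60 for the 11-gene median. The cause was not tested.

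With Leiden clustering, Hh-active-like over other cells had 2.62 for the 7-gene median, 2.75 for *Bmp3*, 2.21 for *Plk2* and 3.72 for *Alpl*, and 0% of other cells had at least 3 DP signature genes. K = 30 and 20 gave 1.47 for *Plk2*. Control cells in Hh-active-like sub-clusters numbered 155 with Leiden clustering and 113 with the 5% mitochondrial filter, against 54. The cause was not tested, though Leiden clustering also counted as Hh-active-like the cycling sub-cluster and a further one that k-means kept out. The share of cells with at least 3 DP signature genes depended on depth by construction. Without thinning it was 65.3% in Hh-active-like, 100% in Hh-active II-like and 14.2% in other cells, and at 3000 UMIs it was 23.4%, 97.6% and 4.09%.

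Of the 9 genes reported for their large differences, the number named again was 5 with no mitochondrial filter, 5 without Scrublet doublets, 4 with K = 12 and 10, 5 with the reported genes kept, 0 after thinning and 2 in female cells. It was 6 or more under the 5% mitochondrial filter, Leiden clustering, K = 30 and 20, the mean of per-cell CPM, male cells and the minimum of 200 UMIs.

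Among added settings, subtracting the average profile gave 96.1% of Hh pathway UMIs in fibroblasts and a 7-gene median of 3.11. Leaving out Hh-active II-like cells gave an 11-gene median of 2.05. Sub-clusters with at least 50 cells of each library gave 2.15 for the Hh pathway genes, 1.33 and 0.99 for the DP medians, −0.034 for *Axin2*, −0.50 for *Wls*, −0.44 for *Wnt2* and −1.71 for *Wnt10a*. That setting leaves out all Hh-active-like and Hh-active II-like cells.

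Counts were too low for a value for 12 results in thinned cells, 8 in female cells, 3 in shared sub-clusters and 3 in male cells. *Lef1*, with 1 UMI in control fibroblasts, was among them in each of these 4 settings.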

Differences from the paper's values

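The only value of the paper put to a rule was the number of cells, 4680 in the paper and 4648 here. It did not differ by that rule. The files themselves held 4680 cells, so this outcome was given by the data and says nothing about the paper's expression results. No test in this part was chosen after the results were seen. The paper states that *Alpl* and *Lef1* were limited to the small Hh-active II group. For *Lef1*, 78.4% (64.7–88.7) of the UMIs in *SM22-SmoM2* fibroblasts lay in Hh-active II-like cells. For *Alpl*, the share there was 44.1% (37.8–50.6), and 49.8% (43.4–56.2) lay in Hh-active-like cells. The latter had 15.2 CPM of *Alpl* against 3.71 CPM in other cells, a log2 ratio of 2.03 that ran from 1.75 to 3.72 over the settings set before the data were examined. In control fibroblasts, 32 of 61 *Alpl* UMIs lay in a sub-cluster of 61 control cells. The groups here were rebuilt from marker genes and need not hold the same cells as the paper's.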

Other observations

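The tests of free RNA, of the other library, of barcodes holding 2 cells, of shared sub-clusters, of the share of male cells, of depth, and of *Tagln* in other cells were chosen after the results were seen. The lists of nerve genes and the test of *Wnt2* in male cells were set before their values were seen.

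Some control fibroblasts carried Hh pathway transcripts. The 54 control cells in Hh-active-like sub-clusters had 161 CPM of the 3 genes, and 61 control cells of a further sub-cluster had 73.5 CPM, against 13.0 CPM in the other 926 control fibroblasts. Together these cells held 46.2% (40.4–52.0) of the Hh pathway UMIs of control fibroblasts in 11.0% of the cells. Since Hh genes picked both groups, their levels are not results of their own. For a test of free RNA, the Hh marker UMIs were split at random into 2 parts with equal chance, the first to pick the sub-clusters and the second to give their level. The first part picked 6 sub-clusters, those of both groups and the cycling one, and in the second part their control cells had 4.47 times (3.37–5.86) the level of the library's other cells, which argues against free RNA as the whole cause for these cells as a set. Cells or reads of the *SM22-SmoM2* library are argued against, since 6 of 11 genes in the first group and 3 of 9 in the second had fewer UMIs than its Hh-active-like cells would bring. *Hhip*, *Cxcr4* and *Bmp3* had 0 UMIs in the second. The number of control cells in Hh-active-like sub-clusters depended on clustering, at 155 with the Leiden method. Barcodes holding 2 cells are argued against by 0.870% (0.0220–4.75) with transcripts of both sexes, where random pairs would give 44.5%.

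A candidate explanation is that these control cells are nerve sheath cells, as Schwann cells transcribed *Dhh* (103 CPM in the control library, 0.731 CPM in fibroblasts). In the further sub-cluster, the endoneurial list had a median log2 ratio of 1.75 over other control fibroblasts, at percentile 99.84 of matched random lists, and the perineurial list 1.71, at percentile 99.95. In the 54 cells, the perineurial list had 0.93 at percentile 91.3 and the endoneurial list 0.37 at percentile 60.99, so for these cells it cannot be told apart from chance with lists this short. In the further sub-cluster, *Osr2* had 234 CPM against 106 CPM in other control fibroblasts, *Sox9* 86.7 against 23.8, *Tenm2* 66.1 against 0.161 and *Etv1* 58.8 against 3.13. In the 54 cells *Itga6* had 97.8 CPM against 4.50, while Schwann cells had 117 CPM, and *Osr2* was lower, at 36.2 CPM. *Slc2a1* was not raised in either group (9.06 CPM in the 54 cells and 16.2 CPM in the further sub-cluster, against 19.0). Of 6 perineurial and 4 endoneurial genes, 2 of each were also above 10 CPM in other control fibroblasts. The lists are short. The DP signature genes were also raised in the further sub-cluster, with a median log2 ratio of 1.50 (1.31–1.94) over 10 genes at percentile 99.9, 6 intervals above 0 and 1 below, and 4 genes with a count under 3 in 1 of the groups. *Wif1* had 376 CPM there. The lists therefore do not tell nerve sheath cells from DP-like cells, and both stay open.

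*Wnt2* was lower in *SM22-SmoM2* fibroblasts. Another mix of sexes is argued against by a log2 ratio of −3.00 (−3.26 to −2.75) in male cells. In female cells alone counts were too low for a value, so whether *Wnt2* fell there cannot be told. The sub-cluster with 86.1% of the *Wnt2* UMIs of control fibroblasts was itself 97.7% male (213 of 218 sexed control cells). In sub-clusters with at least 50 cells of each library the ratio was −0.44 (−0.91 to 0.01), which is consistent with most of the fall lying in the sub-cluster held almost by control cells alone. Within these sub-clusters *Wnt2* fell in the cycling one (96.2 to 10.5 CPM) and rose in the others (13.1 to 21.7, 2.22 to 8.61 and 3.86 to 12.2 CPM). Why that sub-cluster is nearly absent from the *SM22-SmoM2* library was not tested, and a difference between the mice of each pool stays open.

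The share of male cells differed between classes. In control fibroblasts it was 98.5% (320 of 325 sexed cells) in 3 sub-clusters held almost by control cells alone and 61.5% (284 of 462) in sub-clusters shared by both libraries. Unequal depth is argued against by the shares among cells sexed after thinning to 1500 UMIs, 98.9% (93.8–99.97; 86 of 87) and 37.7% (30.8–45.0; 72 of 191). Fibroblasts of the *SM22-SmoM2* library were 94.4% male and those of the control library 74.7%, and at 1500 UMIs per cell 83.1% (78.1–87.3) and 55.9% (50.0–61.6), with *Xist* at 133 CPM in control and 40.9 CPM in *SM22-SmoM2* fibroblasts. Schwann cells were 57.8% and 55.6% male. Different numbers of wounds or cells per mouse stay open and were not tested.

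Of the *SM22-SmoM2* fibroblasts, 324 lay outside the Hh-active-like groups. Lower depth is argued against, since their median UMIs were 1.18 times those of Hh-active-like cells. Lower activity of the *SM22* promoter at harvest is argued against by *Tagln*, with a log2 ratio of 1.21 (1.10–1.33) to Hh-active-like cells. The cycling sub-cluster among them had 229.8 CPM of the 3 Hh pathway genes, so that not all of these cells lacked Hh activity. Incomplete recombination was not tested. Over control, the DP genes had a median log2 ratio of 0.37 (−0.11 to 0.69) in these cells, over the 10 with a ratio, at percentile 99.27 of matched random lists, whose own median was −0.063. Of these 5 were higher, 4 of them with intervals above 0, and 1 interval lay below 0, that of *Plk2* (−0.65).

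The sort also held endothelial and Schwann cells. *Tagln* in them was above its level in immune cells, with the lower of both libraries' log2 ratios at 2.12 (1.26–3.14) in endothelial and 0.68 (0.11–1.31) in Schwann cells. This is consistent with promoter activity in these cells, but immune cells were sorted as well, and earlier activity or sorting of unlabelled cells was not tested.

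The 5 genes ranked lowest in *SM22-SmoM2* fibroblasts were *Ccl21a* (−6.34, −8.22 to −4.97), *Cck* (−6.12, −8.41 to −4.56), *Akr1c18* (−6.59, −11.91 to −4.08; 106 and 1 UMIs), *Mmp10* (−4.19, −5.42 to −3.17) and *Stmnd1* (−4.06, −6.38 to −2.44). *Akr1c18* was ranked at −5.01, with 3 UMIs in place of 1. *Ccl21a* has near-identical gene copies and 1122 CPM in control endothelial cells, so its value in fibroblasts is uncertain.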
